# Neuronal Yin Yang1 in the prefrontal cortex regulates transcriptional and behavioral responses to chronic stress in mice

**DOI:** 10.1038/s41467-021-27571-3

**Published:** 2022-01-10

**Authors:** Deborah Y. Kwon, Bing Xu, Peng Hu, Ying-Tao Zhao, Jonathan A. Beagan, Jonathan H. Nofziger, Yue Cui, Jennifer E. Phillips-Cremins, Julie A. Blendy, Hao Wu, Zhaolan Zhou

**Keywords:** Gene regulation, Epigenetics and behaviour, Stress and resilience

## Abstract

Although the synaptic alterations associated with the stress-related mood disorder major depression has been well-documented, the underlying transcriptional mechanisms remain poorly understood. Here, we perform complementary bulk nuclei- and single-nucleus transcriptome profiling and map locus-specific chromatin interactions in mouse neocortex to identify the cell type-specific transcriptional changes associated with stress-induced behavioral maladaptation. We find that cortical excitatory neurons, layer 2/3 neurons in particular, are vulnerable to chronic stress and acquire signatures of gene transcription and chromatin structure associated with reduced neuronal activity and expression of Yin Yang 1 (YY1). Selective ablation of YY1 in cortical excitatory neurons enhances stress sensitivity in both male and female mice and alters the expression of stress-associated genes following an abbreviated stress exposure. These findings demonstrate how chronic stress impacts transcription in cortical excitatory neurons and identify YY1 as a regulator of stress-induced maladaptive behavior in mice.

## Abstract (web summary)

The mechanisms underlying the chronic stress-induced increased risk for major depressive disorder and anxiety are unclear. Here, the authors show the transcriptional changes occurring in neocortical neurons and identify YY1 as a regulator of chronic stress-induced maladaptive behavior in mice.

## Introduction

Major depressive disorder (MDD) is the leading global cause of disability, and its prevalence continues to rise^1^. Its effect on mental health is amplified by its high comorbidity with anxiety and other mental disorders. Further understanding of MDD’s etiology is necessary in light of these concerns^1,2^. An abundance of epidemiological studies documenting MDD onset following adverse life experiences have led to its categorization as a stress-related illness^3,4^. Remarkably, rodents exposed to various forms of chronic stress also exhibit depressive- and anxiety-related phenotypes^5^. Female rodents show elevated endocrine and behavioral responses to stress compared to males^6,7^, in consonance with the increased incidence of stress-related disorders in women^8–10^. These findings point to an evolutionarily conserved effect of stress on the brain and behavior, providing a basis for modeling the pathophysiology of stress-related mood and anxiety disorders in laboratory animals.

The prefrontal cortex (PFC) is the brain region responsible for top-down regulation of cognition, emotion, and behavior. Not only is the PFC acutely sensitive to trauma and stress exposure^11^ but a concatenation of preclinical and clinical studies also support PFC dysfunction in MDD and other anxiety-related disorders^12,13^. A number of structural and functional changes in PFC pyramidal neurons—the primary glutamatergic excitatory cells in this brain region—have been reported in animals experiencing sustained stress or chronic glucocorticoid exposure^14–18^, and decreased grey matter volume^19,20^, synapse number^21^, and altered glutamate levels^22,23^ in the PFC have also been reported in MDD patients. These findings, taken together, have led to a glutamate hypothesis of depression, which theorizes that the disruption of glutamate-excitatory neurotransmission in the PFC leads to PFC hypoactivity, dysfunction, and impaired emotional regulation.

While the functional impact of chronic stress on the excitatory synapse is well studied, the molecular mechanisms that underlie or complement these synaptic alterations are poorly understood. Recent advancements in next-generation sequencing technology have enabled genome-wide transcriptional profiling in select brain regions of chronically stressed animals and MDD patients. These studies report broad alterations in whole-cell RNA populations across several brain regions associated with chronic stress and disease^7,24–26^, suggesting that altered transcriptional programming may underlie the manifestation of stress-related mood disorders. While these findings inform us of the general effects of chronic stress on steady-state RNA levels, they cannot distinguish between alterations made in the nucleus during transcription or by post-transcriptional mechanisms in the cytoplasm. Moreover, the brain is a heterogeneous organ composed of numerous discrete cell types that are defined by unique transcriptomes. Chronic stress likely impacts transcription in a cell type-specific manner that cannot be fully resolved by profiling RNAs isolated from bulk tissues.

To probe the molecular mechanisms in the PFC that drive behavioral maladaptation to chronic stress, we performed complementary bulk and single-cell sequencing of nuclear RNA transcripts and mapped activity-dependent changes in chromatin architecture at a defined locus. This multipronged approach reveals key transcriptional regulators and gene-regulatory networks in neocortical excitatory neurons that are altered by chronic stress exposure. We also show that prolonged stress shapes these cells into a state of hypoactivity by reducing the transcription of synaptic genes involved in glutamatergic neurotransmission and restructuring genome architecture into a pattern associated with neuronal inactivity. We find that these alterations are mediated, in part, by a corticosterone-induced reduction of the transcriptional regulator, Yin Yang 1 (YY1), leading to the transcriptional misregulation of other transcription factors and compounding the effects of chronic stress on these cells. Using adenoviral-mediated inactivation of *Yy1* in PFC excitatory neurons, we identify a cell type-specific role for YY1 as a regulator of adaptive transcriptional and behavioral responses to stress in male and female mice. Together, these findings provide insight into the molecular processes that transpire within the nuclei of neocortical excitatory neurons to drive maladaptive transcriptional and behavioral responses to chronic stress.

## Results

### Twelve days of chronic unpredictable stress drives depressive- and anxiety-like behaviors in adult male mice

Considering the preponderance of epidemiological data linking chronic stress to major depressive and anxiety disorders, we first characterized the direct effects of chronic stress on behavior. We chose to use the chronic unpredictable stress (CUS) rodent model of depression due to its previously reported capacity to induce anhedonia and long-term depression-related phenotypes in adult male and female mice^27,28^. We expanded upon these findings by performing a battery of behavioral tests to assay depression- and anxiety-associated behaviors.

Our CUS paradigm consists of varying stressors delivered three times daily for variable lengths of time to prevent stress habituation (Supplementary Table 1). We subjected a cohort of adult male mice (9–10 weeks old) to twelve consecutive days of CUS followed by behavioral testing to assess the efficacy of the CUS paradigm. We first examined our mice for changes in body weight and food consumption, as stress exposure is known to affect these measures. Body weights of control and CUS animals were evenly distributed prior to CUS exposure (Fig. 1a). However, we found that twelve consecutive days of CUS produced significant changes in body weight between the two age-matched cohorts (*P* < 0.0001). While mice in the non-stressed control group gained ~1 g of weight on average over the twelve-day period, CUS prevented weight gain and produced weight loss in ~67% of the CUS cohort (Fig. 1b). We also found that CUS males consumed significantly less food than controls, even when food consumption was normalized to body weight to account for weight loss (*P* < 0.01; Fig. 1c).

**Fig. 1:**
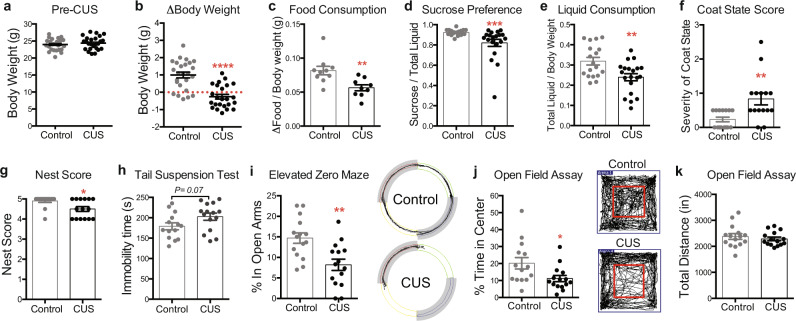
Twelve days of chronic unpredictable stress (CUS) drives a battery of depressive- and anxiety-like behaviors in adult male mice. **a** Pre-CUS body weights of 9–10 weeks old control and CUS males (*n* = 25 per group). **b** CUS induces weight loss in adult males (Student’s *t*-test; *P* = 0.0001; *n* = 25 per group; error bars, s.e.m.). **c** Food consumption of control and CUS males normalized to body weight (Mann–Whitney *U*-test; *P* = 0.0021; *n* = 10 controls, *n* = 9 CUS). **d** CUS decreases sucrose preference in male mice relative to controls (Mann–Whitney *U*-test; *P* = 0.0004; *n* = 18 controls, *n* = 20 CUS). **e** Liquid consumption of control and CUS males normalized to body weight (Mann–Whitney *U*-test; *P* = 0.004; *n* = 18 controls, *n* = 20 CUS). **f** CUS increases severity of coat scores relative to controls (Mann–Whitney *U*-test; *P* = 0.002; *n* = 15 per group). **g** CUS decreases nest scores relative to controls (Mann–Whitney *U*-test; *P* = 0.01; *n* = 15 per group). **h** CUS males show a trend toward enhanced immobility in the tail suspension test (Student’s *t*-test; *P* =  0.067; *n* = 14 controls, *n* = 15 CUS). **i** CUS males show decreased percent time spent in the open arms of the elevated zero maze (Student’s *t*-test; *P* = 0.0017; *n* = 15 per group). Representative tracks obtained from video-tracking software are shown on the right. Closed arms are shaded in grey. **j** CUS males show decreased percent time spent in the center of the open field arena (Student’s *t*-test with Welch’s correction; *P* = 0.03; *n* = 14 controls, *n* = 15 CUS) without **k** altered locomotor activity (Unpaired *t*-test; *P* = 0.5; *n* = 14 controls, *n* = 15 CUS). Representative tracks obtained from video-tracking software are shown in the middle, with the boundaries of the center of the arena demarcated in red. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Error bars represent s.e.m. and statistical tests were two-sided unless stated otherwise. Source data are provided as a Source data file.

We next assayed control and CUS mice for anhedonia, a hallmark symptom of depression, using the sucrose preference test. CUS males showed significantly decreased sucrose preference than controls (*P* < 0.001; 1d) and were also found to consume less total liquid over a 24-h period (*P* < 0.05; 1e). Loss of motivation is also associated with depression. Accordingly, we evaluated coat state, an indirect measure of grooming behavior, and nest-building to assess motivated behaviors in CUS-subjected animals^27^. We found that CUS mice exhibited deteriorated coat states, as reflected by significantly higher coat state scores (*P* < 0.01; Fig. 1f), as well as decreased nest scores after a 16-h overnight period with a fresh, intact cotton nestlet (*P* < 0.05; Fig. 1g). However, nests between control and CUS animals were virtually indistinguishable after 24 h, indicating that CUS induces a delay in nest-building and not physical impairment in nest-building ability. Lastly, we assayed behavioral despair, a depressive-like phenotype measured by the tail suspension test (TST), and observed a trend towards increased immobility in CUS mice compared to controls (*P* = 0.07; Fig. 1h).

Given the high comorbidity of anxiety and depression, we also assessed anxiety-related behaviors in CUS animals using the elevated zero maze (EZM) and the open field tests (OFT), both of which measure exploratory behavior related to anxiety. CUS mice were found to spend less time in the open arms of the elevated zero maze (*P* < 0.01; Fig. 1i), as well as reduced time in the center of the open field arena in the OFT (*P* < 0.05; Fig. 1j). Importantly, control and CUS mice traveled comparable distances in the OFT, indicating that the observed reduction in exploratory behavior was not due to CUS-induced differences in physical activity (Fig. 1k). Taken together, these findings demonstrate that twelve days of CUS produces robust depressive- and anxiogenic-like phenotypes in adult male mice.

### CUS deregulates transcription and alters chromatin folding in the prefrontal cortex

We next sought to understand the transcriptional mechanisms underlying the observed effects of CUS on behavior. Gene expression changes can have a profound impact on neuronal physiology, and broad genome-wide alterations in gene expression have been reported in MDD and chronically stressed animals^7,24,25^. However, the vast majority of these RNA profiling experiments have assayed whole-cell RNA that provide an overview of gene expression changes but are unable to distinguish between those that arise during or post-transcription. Nuclear transcriptomes, which are mostly comprised of nascent pre-mRNA transcripts, provide a better representation of Pol II activity and chromatin state^29,30^. Thus, we performed RNA-sequencing (RNA-seq) on nuclei isolated from medial PFC (mPFC) tissues of control and CUS animals to determine how chronic stress impacts the transcriptional landscape of the cells that compose this stress-sensitive brain region.

We profiled nuclear RNA transcripts from 9 individual adult male mice (4 unstressed controls, 5 CUS). 

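The mPFC of each mouse was punched out, its nuclei were isolated, and their RNA was depleted of ribosomal RNA and sequenced with a stranded library. The deposited values are the reads that the authors counted on each gene, without normalization, for 4 control and 5 CUS mice. According to the Methods, reads were aligned to mm10 with STAR, uniquely mapped reads were kept and in-house programs counted them. The text names neither the annotation release nor whether intronic reads were counted. The files list 36293 genes with their position, strand and biotype. Between 26188825 and 30525015 reads per mouse fell on genes, with a median of 28139184 in control mice and 28853704 in CUS mice. Counts of mice of the same group differed by more than counting error, with a chi-square per degree of freedom of 3.03 to 26.7 over the 16 pairs of mice. Reads on Xist numbered 0 to 8 per mouse and reads on the Y chromosome 7365 to 12734, as in males. The tests below took the 18394 genes that passed edgeR's filter on low counts, scaled the libraries by edgeR's TMM factors, and used edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (FDR). Fold changes are CUS against control. Read counts per gene were scaled to CPM with the same factors, and errors are SDs over mice.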

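In the quasi-likelihood test of edgeR, 606 genes differed between CUS and control mice at an FDR of 0.05, with 392 lower and 214 higher in CUS mice. Their log2 fold changes were 0.21 to 3.59 in size, with a median of 0.44. In 542 of the 606 (89.4%), the CUS mice did not overlap the control mice, against 8.76% of all tested genes and the 1.59% that chance gives for 4 mice against 5. The calls were made on these same mice, so their separation is not independent evidence. With the likelihood ratio test of edgeR, which the Methods name, 1330 genes passed the same FDR, 796 lower and 534 higher. The count rested on single mice more than on any other choice. It was 132 without control replicate 2 and 1500 without control replicate 3. Of the 392 genes lower in CUS mice, 139 (35.5%) were marker genes of astrocytes, oligodendrocytes or their precursors or were enriched in nuclei of these types, against 6.57% of the tested genes.
Among genes whose groups did not overlap, the smallest p in the lower direction belonged to Cyr61, Nr4a2, Skap1 and Elovl5. Cyr61 (ENSMUSG00000028195, mm10 chromosome 3, 145646976 to 145649981) fell from 4.37 ± 1.02 CPM (n = 4) to 1.29 ± 0.196 CPM (n = 5), a log2 fold change of -1.77 (standard error 0.18, FDR 0.00107 from edgeR). Nr4a2 (chromosome 2) had a log2 fold change of -1.76, Skap1 (chromosome 11) of -0.93 and Elovl5 (chromosome 9) of -0.51. In the higher direction these genes were Gm14532, Gm13844, Serpinb8 and Sorcs3. Gm14532 (ENSMUSG00000086931) and Gm13844 (ENSMUSG00000086855) are neighbours on chromosome 6, from 31356743 to 31372369 and from 31372895 to 31383877 on the same strand. Gm14532 rose from 22.9 ± 2.16 to 41.4 ± 1.55 CPM, a log2 fold change of 0.86 (standard error 0.07, FDR 0.000213 from edgeR). Gm13844 had a log2 fold change of 0.91, Serpinb8 (chromosome 1) of 0.66 and Sorcs3 (chromosome 19) of 0.57. These 8 genes stayed past the FDR of 0.05 with each mouse left out in turn.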

Our analysis uncovered 1362 differentially expressed transcripts in CUS samples (FDR < 0.05, Supplementary Data 1), 832 of which are downregulated and 530 upregulated (Fig. 2a; Supplementary Data 1). We found that the large majority of differentially expressed transcripts are composed of protein-coding genes (86.3%), but also identified differentially expressed long noncoding RNAs, including long interspersed noncoding RNAs (lincRNAs, 7.1%), antisense transcripts (3.4%), and noncoding processed transcripts (1.5%), as well as small non-coding RNAs, which include microRNAs (1.3%) and small nucleolar RNAs (snoRNAs, 0.37), and 1 mitochondrial RNA (mtRNA) (Fig. 2b).

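By the biotypes in the files, 513 of the 606 genes called by the quasi-likelihood test were protein-coding (84.7%), 51 were lincRNAs (8.42%), 22 antisense transcripts (3.63%), 11 processed transcripts (1.82%) and 8 microRNAs (1.32%). There was 1 snoRNA (0.165%) and no transcript of another class. The 8 microRNAs and the snoRNA were all higher in CUS mice. Of the lincRNAs, 30 were lower and 21 higher, and of the antisense transcripts, 14 were lower and 8 higher. Of the genes on the mitochondrial genome, mt-Nd4, which the files class as protein-coding, was called (log2 fold change -0.93, FDR 0.0387 from edgeR's quasi-likelihood test). The mitochondrial tRNA mt-Tl1 was not (log2 fold change -1.13, FDR 0.0531), but passed 0.05 in the likelihood ratio test (FDR 0.00881) and in DESeq2 (FDR 0.0226). Both were chosen here after their values were seen.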

**Fig. 2:**
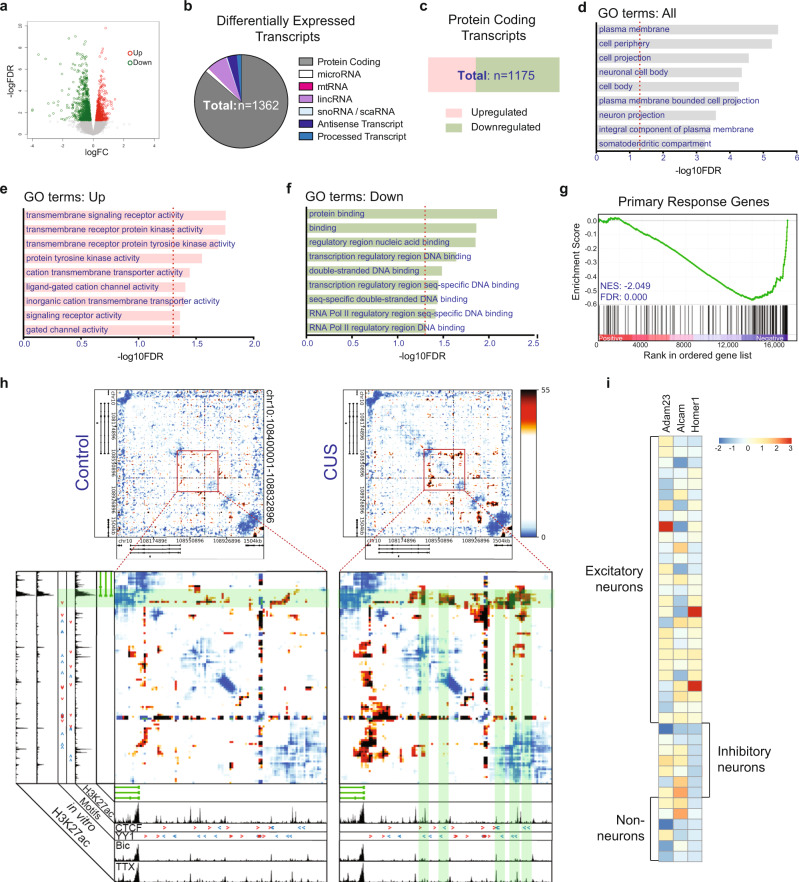
CUS impacts transcription and chromatin folding in the PFC. **a** Significantly upregulated transcripts (red) and downregulated transcripts (green) from comparison of control and CUS PFC nuclear transcripts (FDR < 0.05). **b** Piechart exhibiting representation of differentially expressed RNA transcript populations. **c** Barchart portraying makeup of upregulated and downregulated differentially expressed protein-coding transcripts. **d**–**f** Top 9 most significantly enriched gene ontology (GO) terms for **d** all, **e** upregulated, and **f** downregulated CUS DEGs (FDR < 0.05). **g** GSEA plot charting negative enrichment of neuronal primary response genes in list of differentially expressed genes obtained from bulk nuclear RNA-seq analysis of control and CUS PFCs. NES, normalized enrichment score. **h** Background-corrected interaction frequency heatmaps displaying chromatin contacts in a 1.5-Mb region surrounding the *Syt1* gene in control and CUS frontal cortical tissues. The highlighted region in each heatmap marks the location of a zoomed-in plot. H3K27ac ChIP-seq track from adult cortical excitatory neurons control is shown below each heatmap. Enlarged heatmaps plot genomic locations and directionality of CTCF and YY1 binding sequences (red and blue arrowheads) in regions showing increased chromatin interactions in CUS mice (green shaded boxes). Legend depicts background-corrected interaction scores. **i** Heatmap showing expression of CUS DEGs, *Homer1, Adam23*, and *Alcam*, across the cortical cell populations defined by single-nucleus RNA-seq in the adult mouse neocortex. Legend depicts z-score of normalized gene expression.

Gene ontology (GO) analysis of the differentially expressed protein-coding genes (DEGs) identified an enrichment of genes for neuron-associated proteins (Fig. 2d). These included genes encoding membrane proteins localized in the neuronal cell body, neuron projection, and somatodendritic compartment—indicating that a significant number of CUS-associated DEGs are found in neurons. GO analysis of the upregulated genes revealed an enrichment of receptor activity and cell signaling-related terms, suggesting that cells in the mPFC had been activated (Fig. 2e). 

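Of the 513 protein-coding genes called in bulk, 341 were lower and 172 higher in CUS mice, so that 66.5% were lower. Over all 606 calls the share was 64.7%. It depended on how libraries were scaled and on which mice were used. Without TMM factors 75.3% of calls were lower, and without control replicate 3 it was 48.9%, which leaves more calls higher than lower.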

We also found that downregulated genes, representing the majority of all CUS-associated DEGs (63.7%; Fig. 2c), primarily encode proteins related to DNA binding and Pol II-mediated transcription (Fig. 2f).

We observed that several of the downregulated genes encoding DNA binding proteins that were identified by GO analysis, including *Fos, Fosb*, and *Fosl2*, are regulated by neuronal activity. These data suggest that activity-regulated gene expression programs in the PFC might be altered by CUS exposure. 

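Fos (ENSMUSG00000021250) lies on chromosome 12 of mm10 from 85473890 to 85477273. It had 8.28 ± 1.55 CPM in control mice (n = 4) and 4.01 ± 0.65 CPM in CUS mice (n = 5), a log2 fold change of -1.05 (standard error 0.15, FDR 0.00567 from edgeR), and was lower in every CUS mouse than in any control mouse. Fosl2 (ENSMUSG00000029135, chromosome 5, 32135801 to 32157842) had a log2 fold change of -0.73 (standard error 0.13, FDR 0.0131), again without overlap. Fosb (ENSMUSG00000003545, chromosome 7, 19302696 to 19310051) fell from 3.86 ± 0.778 to 2.56 ± 0.511 CPM, a log2 fold change of -0.60 (standard error 0.17), and its FDR of 0.0708 was above 0.05. All 5 CUS mice were below the control mean of Fosb. The likelihood ratio test gave Fosb an FDR of 0.0226 and DESeq2 one of 0.0214. Over all alternatives its FDR ran from 0.0214 to 0.181, and with mice left out in turn its log2 fold change stayed between -0.71 and -0.49.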

We subsequently performed a pre-ranked gene-set enrichment analysis (GSEA^31^) to test for the overrepresentation of primary response genes, which are induced by neuronal stimulation^32^, in our RNA-seq data. Indeed, we found a negative enrichment of primary response genes (normalized enrichment score = −2.05; FDR = 0.000) in our analysis, indicating that CUS leads to decreased neuronal activity in the PFC (Fig. 2g).

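The gene set of the paper's GSEA is not in its text, so a fixed list of 60 genes known to respond to neuronal activity was used. All 60 were tested, and 43 were lower in CUS mice. At an FDR of 0.05 over all genes, 14 were called lower and 1 higher, and adjusted over the list alone 29 passed. The list's median log2 fold change was -0.16 and its mean -0.25. The list as a set was lower by camera of limma, which sets the correlation between genes at 0.01 (two-sided p = 6.70e-09), and the call held with the correlation estimated from the data (p = 0.00198) and under fry (p = 0.000113). The mean log2 CPM of the list separated the 5 CUS mice from the 4 control mice (exact permutation test, two-sided p = 0.00794, the smallest that 4 mice against 5 allow). The largest changes in the list were those of Cyr61, Nr4a2 and Nr4a3, and Nr4a3 (chromosome 4) had a log2 fold change of -1.19 (standard error 0.19, FDR 0.00954 from edgeR). Egr1 had a log2 fold change of -0.01 and Junb of -0.16, both past no threshold. From the negative enrichment of primary response genes, the paper concludes that neuronal activity in the PFC is decreased by CUS.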

These findings led us to consider whether CUS induces a remodeling of higher-order genome architecture that reflect changes in neuronal activity. Genomes are organized into three-dimensional structures, forming chromatin fibers that can be dynamically looped by proteins such as CTCF, cohesin, and YY1 to bring together regulatory genomic sequences with their targets^33–35^. We leveraged Chromosome-Conformation-Capture-Carbon-Copy (5C) sequencing data generated from mouse cortical neurons that were pharmacologically modulated with treatments of bicuculline (Bic) or tetrodotoxin (TTX), which stimulate and inhibit neuronal activity, respectively, to map activity-dynamic chromatin loops. We observed chromatin interactions between the gene encoding the pre-synaptic membrane protein, *Synaptotagmin-1* (*Syt1*), and upstream activity-decommissioned enhancers associated with H3K27ac that increased in TTX-inactivated neurons and decreased in Bic-stimulated neurons relative to untreated cells (Supplementary Fig 1a). These data demonstrate that chromatin architecture and histone acetylation around the *Syt1* locus is dynamically remodeled by neuronal activity. Notably, we found that chromatin contacts at these same regulatory elements also increased in frontal cortices of CUS-subjected mice compared to controls, indicating that chronic stress exposure restructures genome organization at this locus into a pattern associated with TTX-inhibition of neuronal activity (Fig. 2h, Supplementary Fig 1b). To identify the regulatory proteins accountable for these chromatin alterations, we also surveyed the genome upstream of *Syt1* for the presence of binding motifs of known architectural proteins—namely CTCF and YY1—which have known roles in organizing 3D chromatin structure. Using JASPAR, we uncovered YY1 and CTCF motif sequences in the regulatory regions showing increased chromatin interactions in CUS-subjected mice and TTX-treated cortical neurons (Fig. 2h, red and blue arrowheads).

Collectively, these results indicate that CUS exposure dynamically shapes the PFC into a state of neuronal inactivity by decreasing the transcription of neuronal activity-dependent genes and restructuring higher-order genome architecture into a pattern associated with synaptic silencing. Furthermore, our findings suggest that the zinc-finger transcription factors, CTCF and YY1, mediate chromatin folding at these loci in response to chronic stress and TTX administration.

### Broad distribution of DEG expression in the neocortex

The cerebral cortex is a highly heterogeneous brain region composed of numerous neuronal and non-neuronal subtypes. Having determined that CUS alters transcription in cortical cells, we sought to construct cell type-specific models of transcriptional regulation by broadly classifying each DEG into a known cortical cell type. To accomplish this, we analyzed DEG expression across every cell type-specific cluster obtained in our previously published single-nucleus RNA-sequencing analysis of the mouse cortex^36^. However, we discovered that many CUS DEGs are expressed in multiple cortical cell types. While a subset of DEGs showed high expression in one cortical cell type, such as *Homer1*, which is primarily expressed in cortical excitatory neurons (Fig. 2i), many other DEGs displayed a ubiquitous or mixed pattern of expression in the cortex. *Adam23*, for example, encodes an extracellular matrix protein^37^, that is expressed across many cortical clusters while *Alcam*, a cell adhesion molecule that has been found in blood-brain barrier and immune cells^38^, not only shows expected expression in non-neuronal cells, but also inhibitory neurons and several subtypes of excitatory neurons (Fig. 2i). These expression patterns obfuscate the cell type origin of many CUS-associated DEGs and confound interpretation of cell type-specific CUS transcriptional networks.

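The 3 genes of Fig. 2i changed in bulk as follows. Homer1 (ENSMUSG00000007617, chromosome 13, 93299635 to 93405129) fell from 562 ± 59.3 CPM in control mice (n = 4) to 442 ± 39.4 CPM in CUS mice (n = 5), a log2 fold change of -0.35 (standard error 0.08, FDR 0.0402 from edgeR). Adam23 (ENSMUSG00000025964, chromosome 1, 63445891 to 63596276) had a log2 fold change of -0.33 (standard error 0.08, FDR 0.0453), and Alcam (ENSMUSG00000022636, chromosome 16, 52248996 to 52454074) one of -0.31 (standard error 0.08, FDR 0.0465). All 5 CUS mice were below the control mean of each gene. Each of the 3 lost its call without some mice, and the highest FDR was 0.136 for Homer1, 0.131 for Adam23 and 0.131 for Alcam.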

### CUS-associated DEGs are cell type-specific

To date, studies measuring stress-effects on gene expression have utilized bulk tissue samples, which provide a composite of gene expression changes. We had observed from our own nuclear transcriptome profiling that bulk tissue sequencing obscured the cellular origin of CUS-induced transcriptional alterations. This prompted us to leverage our single-nucleus droplet-based RNA-sequencing (sNucDrop-seq^36^) approach in the cerebral cortex to define cell type-specific transcriptional changes that occur in adult mice exposed to CUS.

Using quality filtering settings of >600 genes detected per nucleus, we retained 31,260 neocortical nuclei (12,402 uniquely mapped reads per nucleus) from adult control (15911 nuclei) and CUS (15349 nuclei) males, detecting, on average, 2566 transcripts per nucleus. 

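sNucDrop-seq captures single nuclei with barcoded beads in droplets and counts unique molecular identifiers (UMIs) per gene and nucleus. The deposited values are the UMI counts of 4 control and 4 CUS mice, for 5000 cell barcodes per mouse, from intronic and exonic reads on mm10 with Gencode annotation and without a filter on nuclei. How the 5000 barcodes were chosen is not stated. The filters of the Methods were applied to the 40000 barcodes. Between 600 and 5000 genes were required in 31606 barcodes, and 31481 of these also had under 5% mitochondrial UMIs. Scrublet, rebuilt here from its published steps because the package was not at hand, gave 5308 of them (16.9%) a doublet score above 0.2. This left 26173 nuclei, with 2893, 4098, 4273 and 1867 in control replicates 1 to 4 and 3213, 2964, 2893 and 3972 in CUS replicates 1 to 4. Without the doublet filter 31481 nuclei were left. The mean was 2514 UMIs per nucleus and the median 2016 UMIs and 1275 genes. Mouse medians ran from 1817 to 2479 UMIs.
Genes were compared on UMIs summed per mouse and class of nuclei, so the mice are the replicates. Genes whose summed UMIs exceeded 10% of the nuclei of the class were tested with TMM factors and edgeR's quasi-likelihood test, with an FDR threshold of 0.2 within the class, as in the Methods. The authors' model also held a batch term, but the text and the supplements do not give the batch of each mouse. A batch was to be called only where the first principal component put 2 control and 2 CUS mice on each side. It put control replicates 1 and 4 and CUS replicate 2 on one side and the other 5 mice on the other, so the model had no batch term. Mice of one group differed in their counts by a chi-square per degree of freedom of 3.74 to 23.1 over the 12 pairs.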

Our analysis segregated nuclei into 26 distinct clusters, which we identified as excitatory (9 clusters), inhibitory (4 clusters), or non-neuronal (6 clusters) by their expression of known marker genes for major cortical cell types (Fig. 3a, b). Excitatory neurons (*Slc17a7*+) were further sub-categorized by their superficial-to-deep layer distribution within the cortex (layer 2 to layer 6), and every major sub-class of cortical inhibitory neurons (*Gad2*+) was also captured in our analysis (Fig. 3b). 

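Clustering of the 26173 nuclei, with clusters named by fixed marker lists, gave 29 classes, and 26 nuclei with markers of 2 types were left out. Among the excitatory classes, 3709 nuclei were Ex_L2/3_Enpp2-like, with the markers Cux2, Rasgrf2, Calb1 and Enpp2 among their 10 leading genes, 3010 were Ex_L4-like, 2511 Ex_L6-like, 851 Ex_L5-like and 762 Ex_L5/6-like. The inhibitory classes held 1159 Inh_Pv-like, 775 Inh_Sst-like, 499 Inh_Vip-like and 390 Inh_Ndnf-like nuclei. A cluster of 1521 nuclei led by Ndst4 and the others without enough markers kept a number and their leading gene as a name. The cut-offs for naming were set after the clusters were seen, and before any comparison of CUS with control mice.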

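By the same markers, 1148 nuclei were astrocyte-like, 712 were Oligo_Opalin-like, 444 OPC-like, 272 microglia-like, 84 Oligo_Enpp6-like and 71 endothelial-like. The last 2 classes were under the minimum of 200 nuclei for testing genes.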

Non-neuronal clusters were identified as astrocytes (*Gja1*+), oligodendrocyte precursor cells (*Pdgfra*+), oligodendrocytes (Oligo1: *Opalin*+; Oligo2: *Enpp6*+), microglia (*Ctss*+), and endothelial cells (*Flt1*+). 

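Nuclei with striatal markers made up 7.14% of all nuclei (1868 nuclei) and nuclei with claustrum markers 1.49% (391 nuclei). Per mouse, the striatal-like share was 9.19% ± 1.12 (SD, n = 4) in control mice and 5.50% ± 2.55 in CUS mice (n = 4, exact permutation test, two-sided p = 0.0857).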

We also uncovered non-cortical contamination of our cerebral cortex dissections, such as striatal cells (~7%) and the connecting claustrum (~1%).

**Fig. 3:**
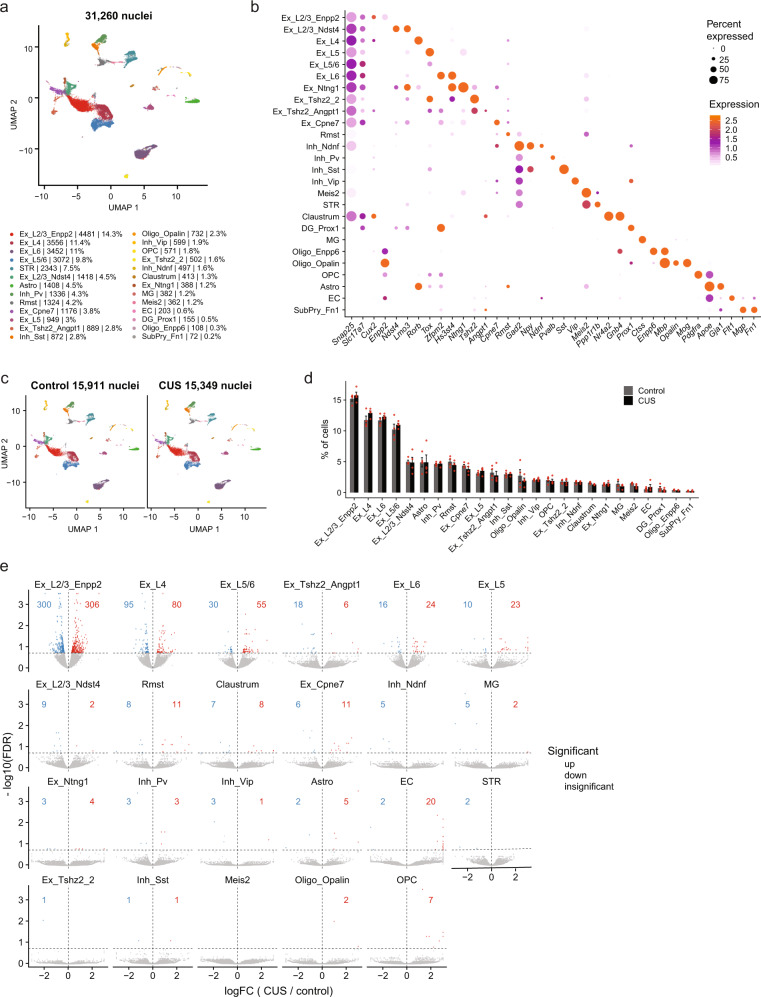
Identification of CUS-driven cortical cell type-specific gene expression changes using single-nucleus RNA-sequencing. **a** Visualization of UMAP plot displaying 26 clusters segregated from all 31,260 nuclei isolated from adult control and CUS mouse cortices (*n* = 8 mice). Ex, excitatory neurons; Inh, inhibitory neurons; Astro, astrocytes; OPC, oligodendrocyte precursor cells; Oligo, oligodendrocytes; MG, microglia; EC, endothelial cells. **b** Bubble chart showing expression of cell type-specific marker genes for each cortical cell cluster. **c** UMAP plots depicting clusters identified from control (15,911 nuclei) and CUS nuclei (15,349 nuclei). **d** Percentage of control and CUS nuclei for every cortical cluster (*n* = 4 each group). **e** Volcano plots of differentially expressed genes between control and CUS cortical nuclei (FDR < 0.2). Upregulated genes are shown in red, downregulated genes are displayed in blue, and insignificant genes are shown in gray. Error bars represent s.e.m.

Because we had previously observed discrete clustering of cortical nuclei in seizure-induced mice^36^, we asked whether we could identify CUS-dependent transcriptional states in the cortex. Upon comparing the segregation of cortical nuclei between control and CUS samples, we found that the representation and distribution of nuclei are largely similar under both conditions (Fig. 3c, d), indicating that CUS exposure does not lead to altered cellular composition of the neocortex.

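The share of each of the 29 classes among the nuclei of a mouse was compared between 4 control and 4 CUS mice with a two-sided exact permutation test, whose smallest possible p is 0.0286. No class reached 0.05, the smallest p was 0.0571, and the smallest value after Benjamini-Hochberg adjustment was 0.497. Claustrum-like nuclei changed from 1.63% ± 0.115 to 1.35% ± 0.184 and Meis2-like nuclei from 1.35% ± 0.166 to 1.00% ± 0.301, each with p = 0.0571 in the exact permutation test. Ex_L2/3_Enpp2-like nuclei were 13.6% ± 0.935 of the nuclei of control mice and 14.6% ± 1.32 of those of CUS mice (n = 4 each, exact permutation p = 0.257). At this size a class had to separate all mice of the groups to pass 0.05. With a minimum of 1000 genes per nucleus, 3 classes passed an unadjusted 0.05.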

Classifying cortical cell types allowed us to identify cell type-specific CUS-associated DEGs by comparing the expression of nuclear transcripts between control and CUS samples for each identified cluster (Supplementary Data 2). Our analysis uncovered CUS-associated DEGs across virtually every cortical cluster. 

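Of the 24 classes with over 200 nuclei, 13 had at least 1 gene past an FDR of 0.2 in the quasi-likelihood test of edgeR, with 107 calls in all. By the likelihood ratio test there were 325 calls and by DESeq2 81. Between 2625 and 6478 genes were tested per class. The count moved most without CUS replicate 2, to 1205 calls, and was lowest without control replicate 4, at 34.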

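In Ex_L2/3_Enpp2-like nuclei, 5410 genes were tested on 10716236 UMIs, with 790563 to 2027997 UMIs per mouse. At an FDR of 0.2, 48 genes were called by edgeR's quasi-likelihood test, 24 lower and 24 higher in CUS mice, and 607 had an unadjusted p under 0.05. This was the highest count of the 24 classes, ahead of Ex_L4-like nuclei with 27. The likelihood ratio test called 155 genes and DESeq2 called 50. Leaving out 1 mouse at a time gave 9 to 692 genes: 692 without CUS replicate 2, and 9 without CUS replicate 4, where this class no longer had the highest count. The 48 log2 fold changes were 0.43 to 1.22 in size, with a median of 0.66. In 38 of the 48 (79.2%), the groups did not overlap, against 5.62% of all tested genes and 2.86% by chance. As in bulk, the calls were made on the same mice, so this is not independent evidence.
Among the called genes without overlap, the smallest p were those of Mical2, Vgf, Egr1 and Dnajc21 in the higher direction. Mical2 rose from 190 ± 21.5 CPM (n = 4) to 345 ± 34.7 CPM (n = 4), a log2 fold change of 0.87 (standard error 0.12, FDR 0.00179 from edgeR). Egr1 had a log2 fold change of 0.83, Vgf of 0.79 and Dnajc21 of 0.64, each with an FDR of 0.044 from edgeR. In the lower direction Vgll4, Frmd3 and Atad2 were among the genes with the smallest p. Atad2 had a log2 fold change of -0.75, Vgll4 of -0.72 and Frmd3 of -0.70, and Vgll4 fell from 118 ± 7.56 to 71.9 ± 14.4 CPM. Mical2 alone among these genes stayed under an FDR of 0.2 with each mouse left out. The highest FDR of the others in these fits ran from 0.203 for Egr1 to 0.271 for Vgll4.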

We noted that excitatory neurons displayed the most transcriptional dysregulation, as measured by DEG number, with *Enpp2*+ layer 2/3 (L2/3_Enpp2) excitatory neurons showing the greatest number of CUS-associated DEGs (*n* = 606 DEGs; Fig. 3e). However, because L2/3_Enpp2 cells (and excitatory neurons in general) represented the largest cortical cell type captured by sNucDrop-seq, we asked whether the enlarged number of DEGs observed in these nuclei relative to other cortical cell types was due to increased statistical powering. To address this, we down-sampled 100 cells from each excitatory neuronal cluster as well as from 3 relatively large non-excitatory clusters, *PV*+ inhibitory neurons (Inh_Pv), astrocytes (Astro), and non-cortical dorsal striatal cells (STR). This approach enabled us compare an equal number of cells from each cluster in control and CUS mice. We then re-identified DEGs using the same statistical criteria and found that L2/3_Enpp2 neurons still contained the greatest number of DEGs and that other cortical excitatory neuronal subtypes, L5/6, L5, L6, L2/3_Ndst4, also showed more transcriptional deregulation than the non-excitatory neuronal groups analyzed (Supplementary Data 3). We also repeated this random down-sampling 30 times to ensure that this finding was not a biased result of the particular 100 cells selected, and found that L2/3_Enpp2 neuronal cluster still contained the highest proportion of DEGs (Supplementary Fig 2a). These findings indicate that the transcriptomes of cortical excitatory neurons, and L2/3_Enpp2 cells in particular, are preferentially impacted by chronic stress exposure.

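At most 100 nuclei per mouse and class were drawn at random 30 times, and genes were tested in each draw as before. The median over draws was 14.5 genes in Ex_L2/3_Enpp2-like nuclei, with single draws between 1 and 38. It was the highest median of the 24 classes, followed by 7 in Ex_L4-like nuclei, 7 in the cluster led by C130073E24Rik and 5 in claustrum-like nuclei. The medians were 2 in Inh_Pv-like, 1.5 in astrocyte-like, 1 in the Ndst4-led cluster and 0 in striatal-like nuclei. They were also 0 in Ex_L5-like, Ex_L5/6-like and Ex_L6-like nuclei, where the highest single draw of edgeR's quasi-likelihood test gave 5 genes, 1 gene and 2 genes. Where a mouse had fewer than 100 nuclei of a class, all were taken. With nuclei thinned to 1000 UMIs, Ex_L2/3_Enpp2-like nuclei no longer had the highest median, with 3.5 genes against 5 in microglia-like nuclei, of which 213 were drawn. Without CUS replicate 2 the median for Ex_L2/3_Enpp2-like nuclei was 118.5 genes, and without CUS replicate 1 it was 2.5. From the equal numbers of nuclei, the paper reasons that the larger number of DEGs in this cluster is not a matter of statistical power and concludes that excitatory neurons, foremost those of this cluster, are affected by chronic stress.

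**Figure D1:**
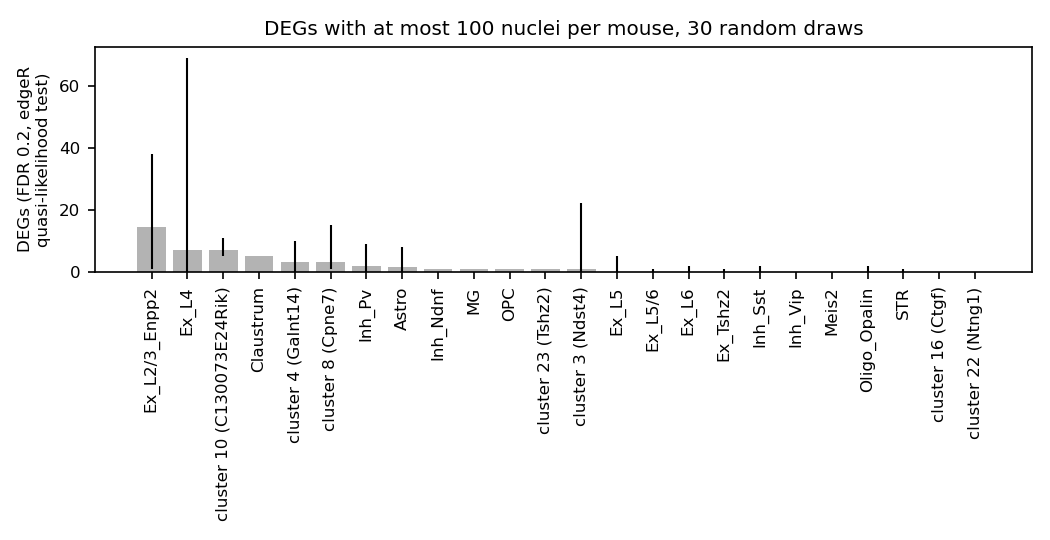
Genes past an FDR of 0.2 (vertical axis, number of genes) in each class of nuclei with at most 100 nuclei per mouse. Bars are medians over 30 draws and lines run from the lowest to the highest draw, and Ex_L2/3_Enpp2-like nuclei have the highest median, 14.5 genes.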

We also found a number of DEGs that are shared across discrete excitatory neuronal clusters; 36% of layer 4 DEGs (63/175 genes; Supplementary Fig 2b), 43.5% of layer 5/6 DEGs (37/85 genes; Supplementary Fig 2c), and 47.5% of layer 6 DEGs (19/40 genes; Supplementary Fig 2d) were shared with DEGs in L2/3. This partial overlap suggests that common molecular responses are induced across several different subclasses of cortical excitatory neurons, but that many CUS-associated transcriptional changes are unique to each neuronal subtype.

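Of the 27 genes called in Ex_L4-like nuclei, 9 were also called in Ex_L2/3_Enpp2-like nuclei, and all 9 changed in the same direction: Astn2, Dcx, Mical2, Mir124a-1hg, Nln, Prr16, Sgsm1, Slit2 and Vgf. They were chosen here by being in both lists. In Ex_L5/6-like and Ex_L6-like nuclei edgeR's quasi-likelihood test called 0 genes, so none could be shared. There 264 and 301 genes had an unadjusted p under 0.05, the likelihood ratio test called 0 genes and 2 genes, and DESeq2 called 0 genes in both. Whatever their p, 43 of the 43 Ex_L2/3_Enpp2-like calls that were tested in Ex_L4-like nuclei had the same direction there, as had 35 of 36 in Ex_L6-like and 34 of 41 in Ex_L5/6-like nuclei. The classes come from the same 8 mice, so these counts are not independent of one another. Without CUS replicate 2, 121 calls were shared with Ex_L4-like and 32 with Ex_L6-like nuclei.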

We then compared CUS-associated DEGs identified in the bulk nuclear RNA-seq and sNuc Drop-seq analyses in order to determine their cellular origin. We identified 66 individual genes that were classified as DEGs in the bulk nuclear RNA-seq dataset and also significantly dysregulated in and across several cortical excitatory, inhibitory, and non-neuronal cell populations obtained by sNucDrop-seq (Supplementary Fig 2e). A large majority of these shared DEGs showed a concordant pattern of gene deregulation (e.g., DEGs that were upregulated in the CUS bulk nuclear RNA-seq dataset were also upregulated by CUS in data generated by sNucDrop-seq), indicating that these DEGs are reproducibly regulated by CUS. Thus, application of these two methods of nuclear RNA-sequencing enabled discovery of transcriptional targets of CUS with cellular precision.

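Over all classes, 95 genes were called in the nuclei, and 12 of them were also called in bulk: 1700016P03Rik, Adam23, Brinp3, Ccl27a, Lamp5, Mical2, Mir124a-1hg, Nnat, Pde10a, Slc4a4, Slit2 and Vgf. They were picked only by being in both lists. Counting each class in which a gene was called, they gave 17 pairs of a bulk and a class result. Of these pairs, 15 had the same direction (88.2%, 95% exact Clopper-Pearson interval 63.6 to 98.5%). The interval takes the pairs as independent, but some genes recur in several classes of the same mice. By gene, 10 of the 12 had the same direction in a class. With the likelihood ratio test 40 genes were called in both, and 44 of 52 pairs had the same direction. With a block for the replicate number, 3 of 6 pairs did. The 48 Ex_L2/3_Enpp2-like calls were all tested in bulk, and 40 (83.3%) had the same direction whatever their p in bulk. Across the 5359 genes tested in both, Pearson's r of the log2 fold changes was 0.256, over genes that are not independent replicates. The mice of the assays differ, and so does the tissue, mPFC in one and neocortex in the other. Single mice decided the number of pairs, which was 55 of 69 without sNucDrop-seq CUS replicate 2 and 0 of 1 without bulk control replicate 2.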

Considering the large number of DEGs obtained in the L2/3_Enpp2 cluster, we next examined the functional properties of these genes. 

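The files hold no gene ontology annotation, so a fixed list of 72 genes of excitatory synapses was used for Ex_L2/3_Enpp2-like nuclei. Of these, 59 were tested, and 32 were lower and 27 higher in CUS mice. Their median log2 fold change was -0.04 and their mean 0.01, which differ in sign. No gene of the list passed an FDR of 0.2 over all genes, and 11 passed adjusted over the list alone. As a set it did not differ by camera (two-sided p = 0.648), and neither with the correlation estimated (p = 0.800) nor under fry (p = 0.920). The largest changes in size among the genes the paper does not name were increases, 0.41 on the log2 scale for Shank1 and 0.41 for Dlg4. Homer1, which the paper names, also rose, by 0.40 (standard error 0.14, FDR 0.297 from edgeR).
Grm3 and Adam23, 2 of the synapse-related genes the paper names, were lower. Adam23 fell from 316 ± 31.2 to 222 ± 30.2 CPM (n = 4 each), a log2 fold change of -0.52 (standard error 0.12, FDR 0.0944 from edgeR), and its FDR was up to 0.288 with mice left out. Grm3 had a log2 fold change of -0.57 (standard error 0.17, FDR 0.209) and passed 0.2 in the likelihood ratio test (FDR 0.0975) and in DESeq2 (FDR 0.181), with a range of 0.00319 to 0.618 over its alternatives.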

We found that CUS-associated DEGs were significantly enriched in genes involved in glutamatergic neurotransmission and synapse structure, as indicated by GO enrichment analysis (Fig. 4a). Notably, an enrichment of excitatory synapse-related GO terms, pathways, and gene-sets were also identified in GWAS studies of MDD^39–41^, suggesting the presence of shared transcriptional processes between CUS mice and MDD patients that impact glutamatergic synaptic function and lending further ethological validity to the CUS model of depression. Our sNucDrop-seq analysis identified several DEGs previously implicated in MDD, such as *Negr1*. *Negr1* has been identified in multiple GWAS studies of MDD but not found to be differentially expressed in bulk RNA-seq analyses of chronically stressed mouse cortices^24^, including our own (Supplementary Data 2). Together, our data underscore the capability of single nucleus profiling in extracting subtle cell type-specific gene expression changes that are lost in whole tissue analysis.

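Negr1 (ENSMUSG00000040037) lies on chromosome 3 of mm10 from 156561794 to 157316445. In Ex_L2/3_Enpp2-like nuclei it had 1395 ± 174 CPM in control mice (n = 4) and 1093 ± 180 CPM in CUS mice (n = 4), from 11871 UMIs. Its log2 fold change was -0.35 (standard error 0.14, unadjusted p = 0.0181, FDR 0.371 from edgeR), and the exact permutation test gave p = 0.0857. The likelihood ratio test gave an FDR of 0.263 and DESeq2 one of 0.343. Over its alternatives the FDR ran from 0.0623 to 0.753, and the log2 fold change from -0.46 to -0.26. In bulk Negr1 had a log2 fold change of -0.10 (standard error 0.09, FDR 0.524).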

**Fig. 4:**
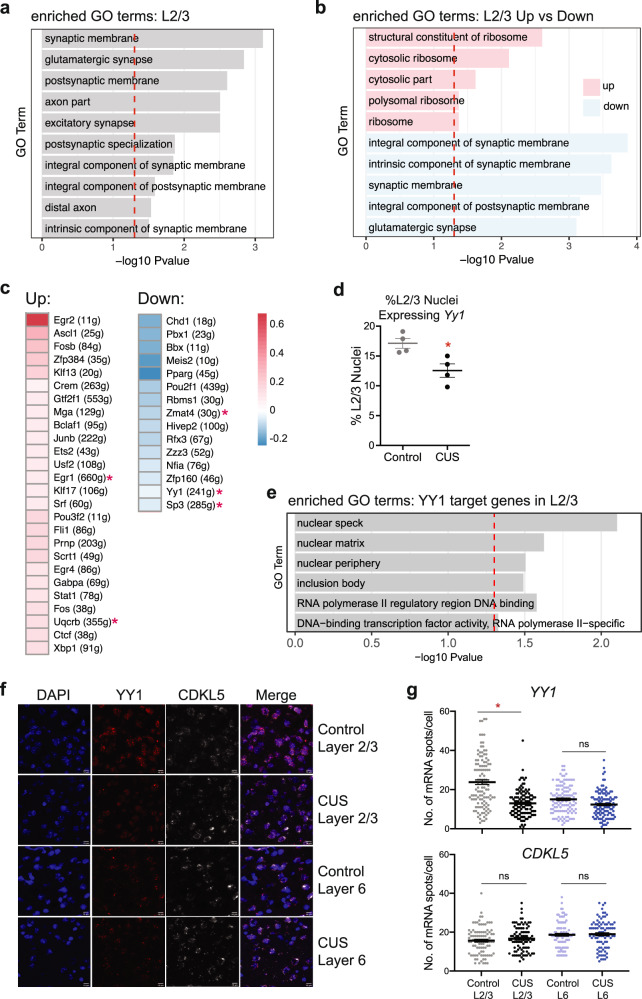
Synaptic gene expression and YY1 regulatory activity are decreased in CUS L2/3 excitatory neurons. **a** L2/3 DEGs are enriched for synapse- and axonal-related gene ontology (GO) terms (FDR < 0.5). **b** Upregulated L2/3 DEGs (pink) are enriched for ribosomal-related GO terms. Downregulated L2/3 DEGs (blue) primarily encode synapse-related proteins. **c** Heatmap of CUS L2/3 SCENIC results showing 26 transcription factors that are significantly upregulated in activity and 15 that are downregulated in activity relative to controls. Legend depicts normalized mean AUC values for CUS nuclei relative to control nuclei. **d** Percentage of L2/3 control and CUS nuclei expressing *Yy1* (Unpaired *t*-test, *P* = 0.017; *n* = 4 per group). **e** YY1 target genes in L2/3 neurons encode nuclear proteins and RNA Pol II-mediated transcription-related GO terms. **f** Representative RNAscope images for *Yy1* and *Cdkl5* in medial PFC tissues taken from control and CUS mice. **g** Quantification of *Yy1* and *Cdkl5* mRNA puncta number per cell in layer 2/3 and layer 6 are shown on the right (Linear mixed-effect model; *P* = 0.02; *n* = 30 cells per animal, *n* = 3 animals per treatment). *P < 0.05. Error bars represent s.e.m. Source data are provided as a Source data file.

Furthermore, GO analysis on L2/3 downregulated DEGs alone showed that the transcription of these synapse-related genes is decreased in response to CUS, in contrast to the ribosomal-related GO terms that were enriched in upregulated DEGs (Fig. 4b). 

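The ribosomal list held the nuclear genes named Rpl or Rps with a number, without pseudogenes and without the Rps6k kinases. In Ex_L2/3_Enpp2-like nuclei 20 of them passed the filter on low counts, and 19 were higher in CUS mice, with a median log2 fold change of 0.37. None passed an FDR of 0.2 over all genes, and 12 passed adjusted over the list alone. Camera gave a two-sided p of 1.04e-07 with the correlation set at 0.01. The correlation in the data was estimated at 0.45, and with it p was 0.109, while fry gave 0.0665, so the set's call did not hold under either. Rps2 rose from 31.2 ± 5.41 to 47.7 ± 5.84 CPM (n = 4 each), a log2 fold change of 0.62 (standard error 0.19, FDR 0.222 from edgeR). Rps26 had a log2 fold change of 0.61 and Rpl22l1 of 0.60. The list's median was above 0 in the other 23 classes too, from 0.02 to 0.39, and in 11 of them camera's p was under 0.05 at a correlation of 0.01, but in only 1 with an estimated correlation and in 1 under fry.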

The decreased synaptic gene expression in CUS excitatory neurons is consistent with previously reported observations of decreased dendritic spine density in PFC pyramidal neurons of stressed rodents and MDD subjects^21^, as well as our own data demonstrating reduced neuronal activity in the PFCs of CUS mice (Fig. 2g). Together these data provide a potential mechanism for the known effects of chronic stress on synaptic volume and activity in cortical excitatory neurons.

### CUS decreases YY1 regulatory activity in layer 2/3 excitatory neurons

Gene expression is a precisely orchestrated and cell type-specific process—regulated, in part, by networks of transcription factors (TFs) and co-factors within the cell. To gain mechanistic insight into the deregulation of transcription observed in CUS L2/3_Enpp2 nuclei, we sought to identify specific gene regulatory networks (GRNs) that are altered by CUS in this excitatory neuronal subtype. Using SCENIC^42^, which infers enriched GRNs associated with specific transcription factors from single-cell RNA-seq data, we detected 346 TFs in L2/3_Enpp2 cortical nuclei whose binding motifs are significantly enriched in their co-regulated GRNs. Among these TFs, 41 showed differential GRN activity in CUS nuclei, and 5 of these themselves were significantly dysregulated in expression in our sNucDrop-seq data (Fig. 4c, Supplementary Fig 3a, b). 

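Of the transcription factors that Fig. 4c marks as changed in expression, Egr1 was past an FDR of 0.2 in Ex_L2/3_Enpp2-like nuclei, and Zmat4, Sp3, Uqcrb and Yy1 were not. Egr1 rose from 116 ± 37.7 to 207 ± 20.0 CPM (n = 4 each), with a standard error of 0.17 on the log2 scale. Zmat4 had a log2 fold change of -0.51 (standard error 0.20, FDR 0.359 from edgeR), Sp3 of -0.22 (standard error 0.16, FDR 0.612) and Uqcrb of 0.59 (standard error 0.24, FDR 0.391).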

We also identified altered regulatory activity of several TFs previously implicated in chronic stress, including FOS, FOSB, and CREM, which are significantly upregulated in CUS L2/3_Enpp2 neurons compared to controls (Fig. 4c, Supplementary Fig 3a).

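Fos, Fosb and Crem had too few UMIs in Ex_L2/3_Enpp2-like nuclei to be tested as genes. The activity of their regulons, a score per nucleus from SCENIC, was not analysed here. Of the list of 60 activity-regulated genes, 15 could be tested in these nuclei, and 12 were higher in CUS mice, with a median log2 fold change of 0.34. At an FDR of 0.2, 3 were called higher and 0 lower in edgeR's quasi-likelihood test over all genes, and 8 passed adjusted over the list alone. Camera gave a two-sided p of 4.14e-08, and the call held with an estimated correlation (p = 0.0252) and under fry (p = 0.0198). With each mouse left out in turn, the median stayed between 0.24 and 0.41.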

Interestingly, we found that the regulatory activity of CTCF and YY1 in L2/3_Enpp2 nuclei was significantly altered by CUS in opposing directions (Fig. 4c, Supplementary Fig 3a,b). This finding is consistent with CTCF and YY1’s preference for different regulatory elements; while CTCF tends to occupy insulator elements, YY1 has been shown to preferentially occupy active enhancers and promoters^43^. These proteins are of particular interest given CTCF and YY1’s role in regulating cell type-specific gene expression programs and our own data showing CTCF and YY1 motifs at regulatory regions of dynamic chromatin looping in CUS frontal cortices (Fig. 2i). These findings suggest that CUS decreases YY1 binding and subsequently increases CTCF-mediated chromatin interactions at this genomic region.

Moreover, a recent study reported that a number of SNPs associated with MDD disrupt the binding motifs of these chromatin regulators^44^, indicating that perturbation of genome architecture by CTCF and YY1 may be a functional mechanism underlying MDD etiology. While the nuclear transcript levels of *Ctcf* itself were insignificantly altered between control and CUS L2/3_Enpp2 neurons, we found that *Yy1* was significantly decreased by CUS in this cell population (Supplementary Data 2). This finding was of great interest given that *Yy1* had been previously identified as a hub gene in a whole blood gene expression network analysis of MDD, and its expression was found to be negatively correlated with MDD status^45^. 

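Yy1 (ENSMUSG00000021264) lies on chromosome 12 of mm10 from 108792973 to 108820148. In Ex_L2/3_Enpp2-like nuclei it had 82.1 ± 9.48 CPM in control mice (n = 4) and 65.5 ± 6.06 CPM in CUS mice (n = 4), from 697 UMIs. All CUS mice were below all control mice (exact permutation test, two-sided p = 0.0286, the smallest that 4 mice against 4 allow). The log2 fold change was -0.32 (standard error 0.15, unadjusted p = 0.0435), and the FDR over the 5410 genes tested was 0.427 with edgeR's quasi-likelihood test, 0.387 with the likelihood ratio test and 0.556 with DESeq2. With mice left out in turn the log2 fold change stayed between -0.37 and -0.26. Over its alternatives the FDR ran from 0.308 to 0.779. Ctcf (ENSMUSG00000005698, chromosome 8, 105636568 to 105682922) had 133 ± 27.2 CPM in control and 134 ± 12.3 CPM in CUS mice, a log2 fold change of 0.02 (standard error 0.15, FDR 0.968), and its sign changed without control replicate 2, to -0.11.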

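A nucleus was counted as expressing Yy1 when it held at least 1 Yy1 UMI. In Ex_L2/3_Enpp2-like nuclei this share was 17.9% ± 1.31 (SD, n = 4 mice) in control and 13.3% ± 2.14 (SD, n = 4) in CUS mice, a difference of -4.63 percentage points. Every CUS mouse was below every control mouse (exact permutation test, two-sided p = 0.0286). The difference stayed between -5.13 and -3.59 points with each mouse left out. With the nuclei thinned to 1000 UMIs each, the shares were 6.94% ± 1.19 and 5.32% ± 0.574, a difference of -1.62 points (exact permutation p = 0.114). The share of nuclei with a UMI rises with depth, and the median of this class was 2481 UMIs. The lowest share, 7.58%, was that of astrocyte-like nuclei at a median of 1208.5 UMIs. Free RNA also gives UMIs in droplet data, and its part in these shares was not measured. The 7.58% is thus not a measured background, and low shares cannot be split into expression and free RNA. The shares of thinned nuclei are at a lower depth and cannot be set against it.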

Further examination revealed that the decreased expression level of *Yy1* (Supplementary Fig 4a) was largely driven by a significant decrease in the percentage of L2/3_Enpp2 nuclei expressing *Yy1* transcripts in CUS conditions (Fig. 4d, Supplementary Fig 4b). Furthermore, this CUS-associated decrease in *Yy1*-expressing L2/3_Enpp2 neurons captured by our single-nucleus RNA-seq was observed in both batches of sequencing that we performed, indicating that this finding is reproducible across cohorts (Supplementary Fig 4b). These data collectively demonstrate that CUS decreases YY1 regulatory activity, in part, through down-regulating *Yy1* transcription.

Despite its constitutive expression in the brain, studies of YY1 have been generally constrained to its role in early CNS development and its molecular function in the adult brain is largely unexplored. To better understand YY1’s regulatory function in adult cortical excitatory neurons, we performed a GO enrichment analysis on the 241 genes that comprise the YY1 GRN/regulon as determined by SCENIC (Supplementary Data 2). We found that YY1-regulated genes primarily encode nuclear proteins that regulate RNA Pol II-mediated transcription (Fig. 4e), consistent with the enrichment of RNA Pol II-mediated transcription GO terms seen in DEGs downregulated in our CUS bulk nuclear transcriptomic analysis (Fig. 2f). These data suggest that decreased YY1 activity may, in part, regulate the transcriptional downregulation observed in our bulk nuclear transcriptome analysis.

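In all 24 classes with over 200 nuclei, some nuclei held a Yy1 UMI. The share ran from 7.58% in astrocyte-like nuclei to 18.9% in claustrum-like nuclei, which have a median of 2757 UMIs. In 22 classes Yy1 had enough UMIs to be tested, and its log2 fold change was below 0 in 18 of them and above 0 in 4. No class gave an FDR under 0.2, and the lowest was 0.427. The smallest unadjusted p from edgeR's quasi-likelihood test was 0.00325 in claustrum-like nuclei, or 0.0716 after Benjamini-Hochberg adjustment over the 22 classes.

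**Figure D2:**
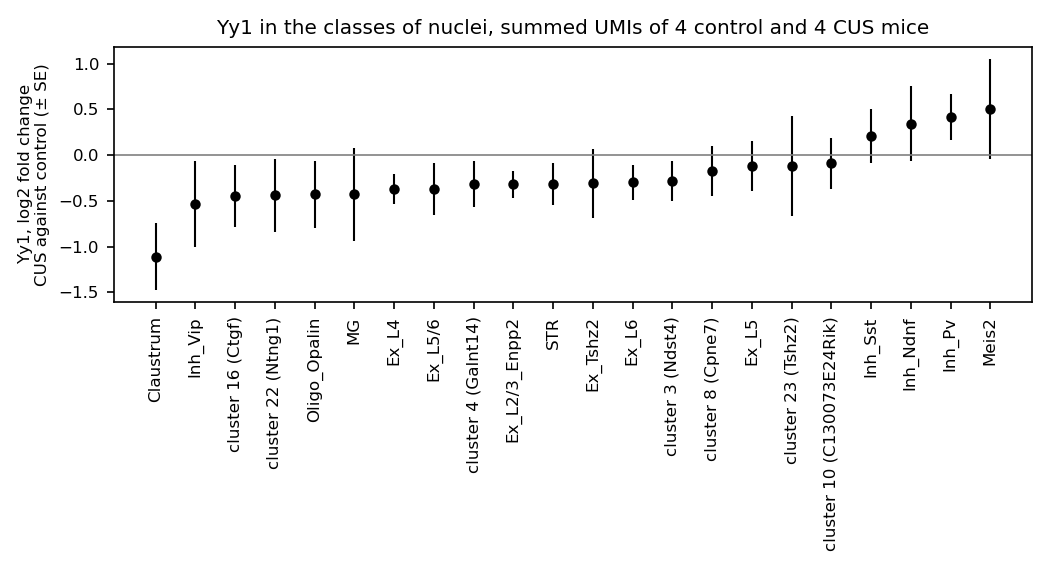
Log2 fold change of Yy1, CUS against control (vertical axis), in each class of nuclei in which it was tested, with the standard error from edgeR as a bar. Of the 22 classes 18 lie below 0.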

In accordance with YY1’s known ubiquitous expression, we detected *Yy1* transcripts in every major cortical cell type in our sNucDrop-seq dataset (Supplementary Fig 4c). We then compared the percentage of *Yy1*-expressing nuclei between control and CUS samples for every major subtype of excitatory and inhibitory neurons. We not only discovered that the percentage of *Yy1*-expressing nuclei decreased in CUS-isolated L2/3_Enpp2 neurons relative to controls, but that it also trended toward a decrease in nearly every CUS-associated excitatory neuronal subtype (Supplementary Fig 4d; *P* < 0.1). Remarkably, this reduction in *Yy1* transcripts was not observed in any inhibitory neuronal subtype (Supplementary Fig 4d), suggesting an excitatory neuron-specific effect of CUS on *Yy1* expression.

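Over 11 neuronal classes with a name, the share of nuclei with Yy1 was lower in CUS mice in 8. The exact permutation p (two-sided, n = 4 each) was 0.0286 in Ex_L2/3_Enpp2-like and claustrum-like nuclei, 0.0571 in Ex_L5/6-like, 0.0857 in Ex_L6-like, 0.143 in Ex_L4-like and 0.171 in Ex_L5-like nuclei. None passed 0.05 after Benjamini-Hochberg adjustment over the 11 classes, where the smallest value was 0.157. Among inhibitory classes, Inh_Pv-like nuclei changed from 11.1% ± 2.81 to 14.5% ± 1.18, Inh_Sst-like from 13.3% to 14.5%, Inh_Ndnf-like from 12.9% to 14.0% and Inh_Vip-like from 12.7% ± 8.12 to 7.20% ± 2.00. The last value is below the 7.58% of astrocyte-like nuclei, and whether expression or free RNA gives so low a share was not tested. With nuclei thinned to 1000 UMIs, only Ex_L4-like nuclei had a p under 0.05.
Pooled over the classes of each kind, the share changed from 15.9% to 11.6% in excitatory-like and from 12.3% to 13.0% in inhibitory-like nuclei. The difference between the kinds was computed in each mouse and compared between the groups. It went from 3.51 ± 1.26 to -1.46 ± 2.12 percentage points (exact permutation test, two-sided p = 0.0286), and with thinned nuclei from 0.557 ± 1.27 to -2.78 ± 0.825 points (p = 0.0286, exact). From the lack of a decrease in inhibitory subtypes, the paper proposes that the effect of CUS on Yy1 is specific to excitatory neurons.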

Having observed the largest effect of CUS on *Yy1* transcripts in layer 2/3 cortical neurons by sNucDrop-seq, we next sought to validate this finding by an orthogonal method. Thus, we performed RNAscope on coronal sections of brains extracted from control and CUS-subjected mice, using probes designed to detect *Yy1* mRNA. We also performed RNAscope for *Cdkl5*, whose expression is unaltered by CUS, in the same tissue sections as a negative control. We then compared the numbers of *Yy1* and *Cdkl5* mRNA puncta in layer 2/3 cells of the medial PFC (mPFC) to those captured in layer 6. In agreement with our sNucDrop-seq results, we observed a modest and insignificant ~20% reduction in the number of Yy1 mRNA puncta in mPFC layer 6 (*P* = 0.276) and a greater ~44% reduction of *Yy1* mRNA puncta in layer 2/3 cells that reached statistical significance (Fig. 4f, g; P = 0.0198). This finding was in contrast to *Cdkl5*, which was neither altered in layer 2/3 nor in layer 6 of the mPFC (Fig. 4f, g; L2/3, *P* = 0.466; L6, *P* = 0.833), supporting our sNucDrop-seq finding.

Taken together, these findings indicate a potential function for YY1 in mediating the transcriptional consequences of chronic stress in cortical excitatory neurons and in layer 2/3 pyramidal neurons, in particular.

### Chronic CORT administration downregulates *Yy1* gene expression and decreases YY1 protein levels

Stress exposure alters multiple hormone signaling pathways in the brain. These include signaling mechanisms mediated by glucocorticoids, which are secreted upon activation of the hypothalamic-pituitary-adrenal axis and regulate downstream gene expression. To determine whether CUS decreases YY1 through glucocorticoids, we used primary cultures of mouse cortical neurons to assay the effect of stress-released corticosterone (CORT)—the principal rodent glucocorticoid—on YY1 in a relatively homogenous population of cells comprised mostly of excitatory neurons. In addition to YY1, we also examined the expression of *Nuclear receptor subfamily 3 group C member 1* (*Nr3c1)*, which encodes the glucocorticoid receptor (GR). We used *Nr3c1* expression as a positive indicator of CORT exposure in this experimental model, given that *Nr3c1* transcription is auto-regulated by CORT-controlled feedback mechanisms^46^ and reportedly mediated by YY1 activity^47^. In agreement with these prior findings, we also found that *Nr3c1* is a gene member of the YY1 GRN/regulon (Supplementary Data 2).

We treated cortical neuron cultures with a physiologically relevant concentration of CORT (1 μM^48^) for varying lengths of time (0 h, 3 h, 24 h, 72 h, 1.5 wk) followed by real-time PCR (RT-PCR) and western blot analyses (Supplementary Fig 5a). We found that treating primary cortical neurons with 1 μM CORT for 72 h and 1.5 wk significantly decreased nuclear expression of *Yy1* (Supplementary Fig 5c), and *Nr3c1* (Supplementary Fig 5b) relative to vehicle treated (0 h) cells. In contrast, 3 hr and 24 h exposure to CORT had no effect on *Yy1* transcript levels (Supplementary Fig 5c). Importantly, we found that 1.5 weeks of CORT treatment significantly decreased YY1 steady-state protein levels as well (Supplementary Fig 5d), indicating that chronic CORT administration, but not acute exposure, decreases YY1 at both the transcript and protein levels. Together with our in vivo sNucDrop-seq data, these findings indicate that CUS exposure likely decreases YY1 activity in cortical excitatory neurons through prolonged production of CORT.

### In vivo downregulation of YY1 in PFC excitatory neurons increases stress susceptibility in mice

The downregulation in YY1 expression and activity that we observed in CUS cortical excitatory neurons indicated that YY1 might mediate the transcriptional and behavioral effects of stress. Thus, we next investigated the functional role of cortical YY1 in vivo. Due to YY1’s essential role in early cortical development and its ubiquitous expression, we adapted a genetic strategy to selectively ablate YY1 expression in PFC excitatory neurons of adult male mice. We performed bilateral PFC injections in 9–12 week old male mice carrying a floxed *Yy1* allele^49^ (*Yy1*^*fl/fl*^*)* with adeno-associated virus (AAV) expressing either *CamKII* promoter-driven eGFP (hereafter referred to as YY1-exGFP) or Cre recombinase fused to eGFP (subsequently referred to as YY1-exKO). This approach restricts viral expression of eGFP/eGFP-Cre to *CamKII*+ excitatory neurons in the PFC (Fig. 5b). AAV-infected PFC tissues from Yy1-exKO mice showed a ~50% reduction in *Yy1* gene expression compared to YY1-exGFP controls by RT-PCR (Fig. 5c) as well as a ~50% decrease in YY1 protein levels (Fig. 5d). These results are consistent with previous studies that have shown a ~50% reduction in CTCF, another ubiquitously expressed transcriptional regulator, in cortical and hippocampal tissues of CTCF floxed mice expressing *CamKII-Cre*^50–52^. These results demonstrate the high cellular heterogeneity of the cortex and underscore the need for studies that analyze cell type-specific functions of ubiquitously expressed factors such as YY1.

**Fig. 5:**
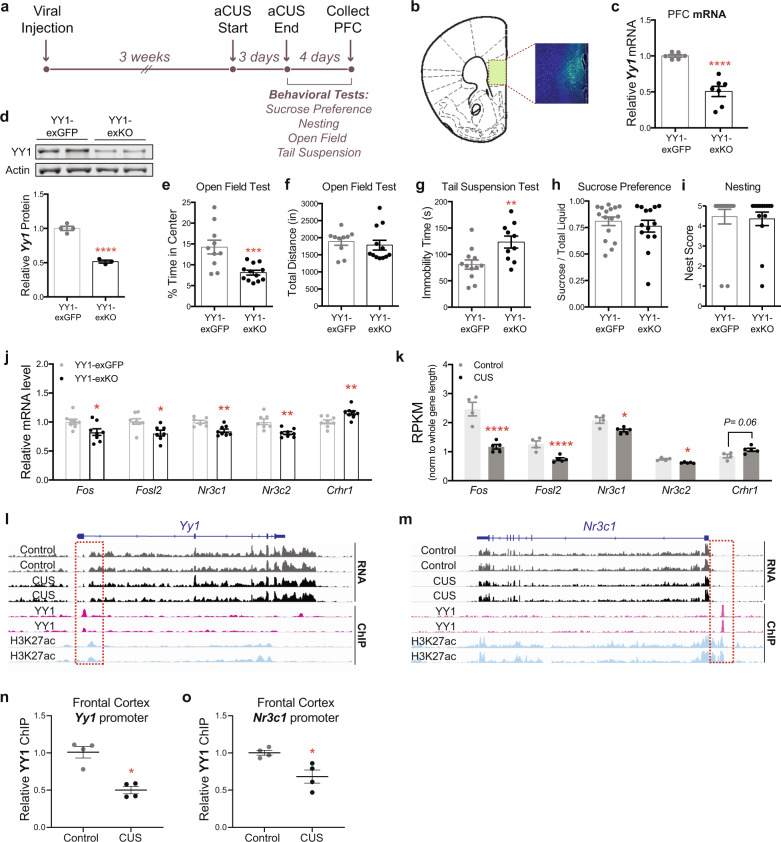
Selective genetic deletion of *Yy1* in PFC excitatory neurons enhances stress vulnerability in adult male mice. **a** Timeline of AAV injections, aCUS, and behavioral experiments. **b** Representative image of GFP expression in medial PFC of AAV-injected mouse. **c** Quantification of *Yy1* mRNA levels in YY1-exKO mice relative to YY1-exGFP mice (Unpaired *t*-test with Welch’s correction; *P* < 0.001; *n* = 6 YY1-exGFP, *n* = 7 YY1-exKO). **d** Representative western blot showing YY1 and β-actin proteins in medial PFC tissue lysates from YY1-exGFP and YY1-exKO mice. Semi-quantification of YY1 knockdown (normalized to β-actin) is shown on the right (Unpaired *t*-test; *P* < 0.001; *n* = 4 YY1-exGFP, *n* = 3 YY1-exKO). **e** Decreased exploratory behavior in the open field arena in aCUS-exposed mice harboring selective loss of YY1 in PFC excitatory neurons (Unpaired *t*-test with Welch’s correction; *P* = 0.001; *n* = 10 YY1-exGFP, *n* = 12 YY1-exKO). **f** Total locomotion in the open field test is unaltered (Unpaired *t*-test; *P* = 0.58; *n* = 10 YY1-exGFP, *n* = 12 YY1-exKO). **g** Loss of YY1 in PFC excitatory neurons increases immobility in aCUS-exposed male mice (Unpaired *t*-test; *P* = 0.007; *n* = 12 YY1-exGFP, n=10 YY1-exKO). **h**, **i** Yy1-exKO males subjected to aCUS show no alterations in behavior during the **h** sucrose preference (Mann–Whitney *U*-test; *P* = 0.76; *n* = 16 Yy1-exGFP, *n* = 14 Yy1-exKO) and **i** nesting (Mann–Whitney *U*-test; *P* = 0.31; *n* = 16 Yy1-exGFP, n=14 Yy1-exKO) assays. **j** Quantitative RT-PCR measurements of *Fos, Fosl2, Nr3c1, Nr3c2*, and *Crhr1* mRNA levels in aCUS YY1-exKO mice relative aCUS YY1-exGFP controls (Unpaired *t*-test; *Fos* *P* = 0.02; *Fosl2* *P* = 0.01; *Nr3c1* *P* = 0.0023; *Nr3c2* *P* = 0.0024; *Crhr1* *P* = 0.006; *n* = 8). **k** RPKM values for *Fos, Fosl2, Nr3c1, Nr3c2*, and *Crhr1* PFC transcripts in control (*n* = 4) and CUS (*n* = 5) mice as determined by RNA-seq (Likelihood ratio test with multiple comparisons; *Fos* FDR = 4.20E−08; *Fosl2* FDR = 1.65E−05; *Nr3c1* FDR = 0.04; *Nr3c2* FDR = 0.01; *Crhr1* FDR = 0.06). **l** Snapshot of genome browser depicting nuclear RNA-seq, YY1, and H3K27ac ChIP-seq reads at the mouse *Yy1* locus. Overlay of YY1 and H3K27ac ChIP signal ~5 kb upstream of the *Yy1* TSS is highlighted in a red dashed line box. **m** Snapshot of genome browser depicting nuclear RNA-seq, YY1, and H3K27ac ChIP-seq reads mapped to the mouse *Nr3c1* locus. Overlay of YY1 and H3K27ac ChIP signal ~20 kb upstream of the *Nr3c1* TSS is highlighted in a red dashed line box. **n** Levels of YY1 enrichment at the *Yy1* promoter region decrease in frontal cortices of CUS mice relative to controls (Mann–Whitney *U*-test; *P* = 0.028; *n* = 4 per group). **o** Levels of YY1 enrichment at the *Nr3c1* promoter region decrease in frontal cortices of CUS mice relative to controls (Unpaired *t*-test with Welch’s correction; *P* = 0.029; *n* = 4 per group). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Error bars represent s.e.m. and statistical tests were two-sided unless stated otherwise. Source data are provided as a Source data file.

To investigate the behavioral consequences of deleting *Yy1* in PFC excitatory neurons, we performed the sucrose preference, nesting, and open field assays in both cohorts of mice following 3 weeks of recovery (Supplementary Fig 6a). We found that in vivo deletion of *Yy1* in PFC excitatory neurons alone did not induce a robust depressive- and anxiety-like state in mice, as determined by the comparable sucrose preference (Supplementary Fig 6b) and open field responses (Supplementary Fig 6d, e) between YY1-KO males and YY1-exGFP controls. YY1-KO mice, however, did exhibit a trend toward decreased nesting behavior (Supplementary Fig 6c; *P* = 0.08). These results indicate that loss of YY1 in PFC excitatory neurons alone does not significantly perturb PFC function to drive complex behaviors under these experimental conditions.

Given that our experimental and computational analyses uncovered chronic stress-associated decreases in *Yy1* transcription and regulatory activity in neocortical excitatory neurons, we reasoned that decreased YY1 function in this neuronal population might influence stress coping in vivo. Thus, to determine whether selective loss of YY1 in adult PFC excitatory neurons influences stress sensitivity, YY1-exGFP and YY1-exKO animals were subjected to an abbreviated form of the CUS paradigm that consists of 3 days of CUS stressors (subsequently referred to as aCUS; Fig. 5a, Supplementary Table 2) before undergoing the sucrose preference, nesting, open field, and tail suspension tests. Notably, we found that loss of YY1 in this cell population significantly enhanced stress susceptibility in male mice. YY1-exKO males spent less time in the center of the open field arena compared to aCUS-exposed Yy1-exGFP controls (Fig. 5e) with no alteration in locomotor activity (Fig. 5f). YY1 inactivation in PFC excitatory neurons also significantly increased immobility time in the tail suspension test in aCUS mice (Fig. 5g), but did not impact sucrose preference or nesting behavior compared to aCUS YY1-exGFP males (Fig. 5h, i).

Having discovered that Yy1-exKO mice subjected to aCUS develop CUS-associated phenotypes, we hypothesized that their behavior was driven by a pattern of neuronal gene deregulation comparable to CUS-exposed males. First, we compared the expression of the genes encoding the stress hormone receptors, *Nr3c1* and *Nr3c2*, and corticotropin-related hormone (CRH) receptor, *Crhr1*. These genes have been extensively implicated in stress-related mood and anxiety disorders and in chronically stressed rodents. Gene expression assays performed in medial PFC tissues from Yy1-exKO males subjected to aCUS showed a significant reduction in both *Nr3c1* and *Nr3c2* and increased *Crhr1* expression relative to aCUS-stressed Yy1-exGFP controls (Fig. 5j). We compared these gene expression changes to those obtained in bulk nuclear RNA-seq experiments from CUS-subjected mice. 

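The RPKM of each gene was computed from the deposited counts and the length of the gene in the files. Nr3c1 (ENSMUSG00000024431, chromosome 18, 39410545 to 39491301) had 2.08 ± 0.200 RPKM in control mice (n = 4) and 1.73 ± 0.104 RPKM in CUS mice (n = 5, exact permutation test, two-sided p = 0.0159). Nr3c2 (ENSMUSG00000031618, chromosome 8, 76899442 to 77245012) had 0.744 ± 0.0503 and 0.623 ± 0.0193 RPKM (exact permutation p = 0.00794). Crhr1 (ENSMUSG00000018634, chromosome 11, 104132855 to 104175523) had 0.857 ± 0.125 and 1.07 ± 0.117 RPKM (exact permutation p = 0.0317). Adjusted over the 6 genes tested this way, these p became 0.0238, 0.0159 and 0.0317. On CPM with TMM factors, which RPKM lacks, the exact permutation p was 0.0317 for Nr3c1, 0.00794 for Nr3c2 and 0.0556 for Crhr1. In edgeR's quasi-likelihood test the log2 fold changes were -0.23 for Nr3c1 (FDR 0.0781), -0.23 for Nr3c2 (FDR 0.0399) and 0.34 for Crhr1 (FDR 0.112). Nr3c1 passed 0.05 in the likelihood ratio test (FDR 0.0463) and in DESeq2 (FDR 0.0332), with a range of 0.0211 to 0.209 over its alternatives. The FDR of Nr3c2 ran up to 0.132 with mice left out in turn.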

In agreement with data obtained from aCUS Yy1-exKO mice, RNA-seq analysis of CUS PFC tissues showed a significant reduction in both *Nr3c1* and *Nr3c2* expression and a trend toward increased *Crhr1* expression (*P* = 0.06) compared to non-stressed control males (Fig. 5k).

The stress-responsive neuronal activity genes, *Fos* and *Fosl2*, are components of the activating protein-1 (AP-1) transcriptional complex. Previously published work documenting reduced expression of *Fos* and *Fosl2* in the PFCs of chronically stressed rodents^24,53,54^ and our own data showing dysregulated FOS gene regulatory activity in CUS L2/3_Enpp2 neurons (Fig. 4c) prompted us to measure *Fos* and *Fosl2* expression in aCUS-exposed Yy1-exKO animals. We found that *Fos* and *Fosl2* are both downregulated in the PFCs of aCUS-exposed Yy1-exKO males compared to stressed Yy1-exGFP controls (Fig. 5j). In agreement with this finding, PFC tissues isolated from CUS males also showed significant decreased expression of these genes relative to non-stressed controls, providing additional evidence that loss of YY1 in PFC excitatory neurons induces a pattern of CUS-associated gene transcription (Fig. 5k).

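In RPKM, Fos went from 2.47 ± 0.472 in control mice (n = 4) to 1.17 ± 0.178 in CUS mice (n = 5), and Fosl2 from 1.26 ± 0.229 to 0.747 ± 0.108. Neither gene's groups overlapped (exact permutation test, two-sided p = 0.00794 for each, 0.0159 after adjustment over the 6 genes). With each mouse left out, the log2 fold change of Fos stayed between -1.15 and -0.97 and its FDR was at most 0.0257. That of Fosl2 stayed between -0.82 and -0.64, and its FDR was 0.0514 at most.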

Given that downregulated DEGs in L2/3_Enpp2 neurons isolated from CUS mice showed an enrichment of genes encoding synaptic proteins (Fig. 4a, b), we asked if aCUS exposure in YY1-ablated PFC excitatory neurons also modified the expression of synaptic genes. We assayed the expression of the synapse-related genes, *Adam23*, *Grm3*, and *Nrxn1*— which encode membrane-bound cell adhesion molecules and a glutamate metabotropic receptor—and found that their expression was significantly decreased in aCUS Yy1-exKO PFC tissues compared to controls (Supplementary Fig 7a). Given that these genes are not part of the YY1 regulatory network, these data indicate that loss of YY1 can indirectly impact the expression of synapse-related genes following stress exposure. Collectively with the aforementioned findings, these data demonstrate that an abbreviated 3-day CUS exposure in animals harboring selective loss of YY1 in PFC excitatory neurons provokes behavioral and transcriptional responses associated with 12 days of CUS exposure.

### YY1 directly regulates gene expression in the frontal cortex in response to chronic stress

We next sought to assess whether the dysregulated expression of genes shared between Yy1-exKO aCUS and CUS animals could be directly caused, in part, by altered YY1 expression. We surveyed the genomic landscape at *Yy1* and *Nr3c1*—both of which were identified as members of the YY1 GRN/regulon in CUS L2/3 neurons (Supplementary Data 2)—for enrichment of YY1 occupancy using publicly available YY1 chromatin immunoprecipitation-sequencing (ChIP-seq) data obtained from E15 mouse cortical cells^55^. We reasoned that YY1 mediated the transcription of these genes through binding at YY1 motifs. We also examined H3K27ac, a chromatin mark associated with enhancers and active promoters which has been reported to co-localize with or near YY1 binding, in adult cortical excitatory neurons^56^. YY1 has been shown to autoregulate its own expression by binding to a YY1 motif sequence in the first intron of the *Yy1* gene^57^. In agreement with this finding, we found an enrichment of YY1 binding, called as peaks by MACS2, aligned in the first intron near H3K27ac signal (Fig. 5l). YY1 reportedly regulates the expression of *Nr3c1* in the hypothalamus^47^ and we reasoned that YY1 also mediated its transcription in cortical cells under stress conditions. Here, too, we observed enriched YY1 binding ~4 kb upstream of the *Nr3c1* transcription start site (TSS) that aligned with H3K27ac signal (Fig. 5m).

To determine if YY1 directly regulates *Yy1* and *Nr3c1* expression, we performed chromatin immunoprecipitation for YY1 in frontal cortical tissues dissected from the brains of control and CUS-subjected mice. This was followed by quantitative PCR (ChIP-qPCR) using primers designed against the genomic sequences near the *Yy1* and *Nr3c1* promoters with enriched YY1 binding (Fig. 5l, m). Notably, we observed a ~50% reduction of YY1 binding at the *Yy1* promoter in frontal cortices of CUS mice relative to controls, indicating that YY1 auto-regulates its gene expression in response to chronic stress (*P* = 0.028; Fig. 5n). YY1 binding was also significantly decreased at the *Nr3c1* promoter in CUS mice, consistent with the reduction in *Nr3c1* expression we observed in the mPFC (*P* = 0.029; Fig. 5k, o). Together these findings demonstrate a stress-responsive function for YY1 and a direct interaction between YY1 and its target genes that likely regulates their expression.

### CUS drives depressive- and anxiety-like behaviors in adult female mice that are mediated by YY1 activity in PFC excitatory neurons

Given the increased prevalence of stress-related mood disorders in women, an examination of neuronal YY1 function and stress adaptation in female subjects is especially important. Accordingly, we first characterized the behavioral effects of CUS in adult female mice (9–10 weeks old) to confirm that the CUS paradigm drove the same depressive- and anxiety-associated phenotypes as was observed in male mice. Adult female mice (9–10 weeks) subjected to twelve consecutive days of CUS lost a significant amount of weight compared to age-matched controls (Fig. 6b), although body weights between the two groups were evenly distributed prior to CUS (Fig. 6a). Female CUS mice exhibited decreased food consumption (Fig. 6c), sucrose preference (Fig. 6d), and liquid consumption (Fig. 6e) relative to non-stressed controls. CUS female mice also spent significantly less time exploring the center of the open field arena (Fig. 6f) although they traveled a comparable distance to unstressed controls (Fig. 6g). Additionally, CUS produced a modest effect on behavioral despair as measured by the tail suspension test; CUS females, like CUS males, showed a non-significant trend toward increased immobility compared to non-stressed controls (*P* = 0.1; Fig. 6h).

**Fig. 6:**
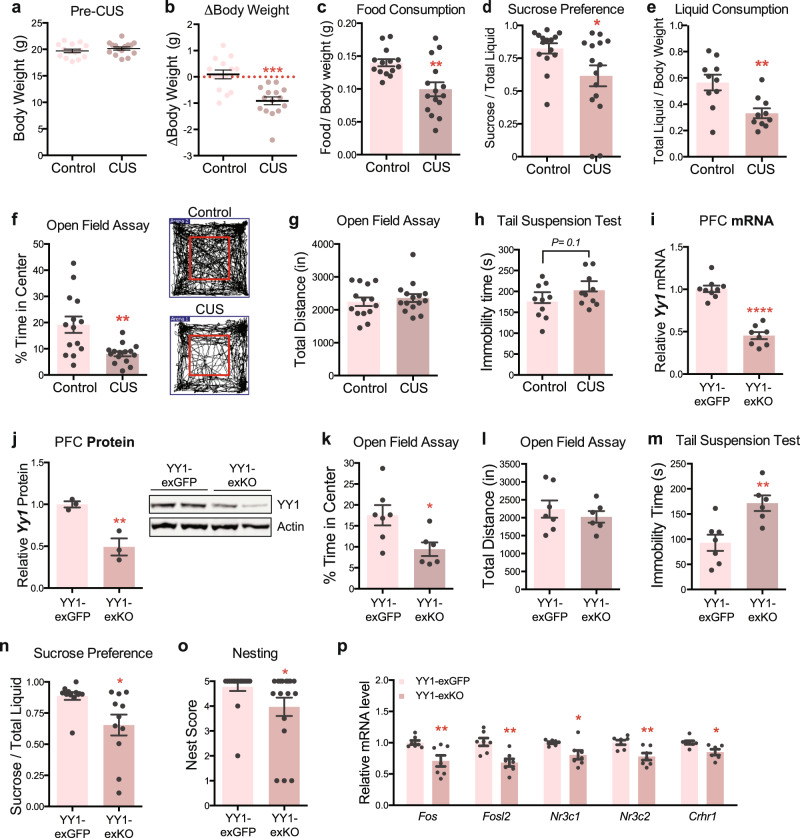
CUS induces a depressive- and anxiety-like state in adult female mice that is driven by YY1 activity in PFC excitatory neurons. **a** Pre-CUS body weights of control (*n* = 14) and CUS (*n* = 15) adult female mice. **b** CUS drives weight loss in adult female mice (Unpaired *t*-test; *P* < 0.0001; *n* = 14 controls, *n* = 15 CUS). **c** Food consumption of control and CUS females normalized to body weight. (Unpaired *t*-test with Welch’s correction; *P* = 0.003; *n* = 14 controls, *n* = 15 CUS). **d** CUS decreases sucrose preference in adult female mice compared to unstressed controls (Mann–Whitney *U*-test; *P* = 0.02; *n* = 15 per group). **e** Liquid consumption of control and CUS females normalized to body weight (Unpaired *t*-test; *P* = 0.004; *n* = 10 per group). **f** CUS decreases exploratory behavior of adult female mice in the open field test (Unpaired *t*-test; *P* = 0.004; *n* = 14 controls, *n* = 15 CUS). **g** Locomotor activity of female mice is unaffected by CUS (Unpaired *t*-test; *P* = 0.5; *n* = 14 controls, *n* = 15 CUS). **h** Immobility times of control and CUS females subjected to the tail suspension test (Unpaired *t*-test; *P* = 0.01; *n* = 10 per group). **i** Quantification of *Yy1* mRNA levels in YY1-exKO mice (*n* = 8) relative to YY1-exGFP females (*n* = 9) (Unpaired *t*-test with Welch’s correction; ****P < 0.0001). **j** Representative western blot of YY1 in medial PFC tissue lysates from YY1-exGFP and YY1-exKO females. Quantification of YY1 protein expression (normalized to β-actin) is shown on the right (Unpaired *t*-test; *P* = 0.009; *n* = 3 per group). **k** Decreased exploratory behavior in the open field arena exhibited by aCUS-exposed mice harboring selective loss of YY1 in PFC excitatory neurons (Unpaired *t*-test with Welch’s correction; *P* = 0.02; *n* = 7 YY1-exGFP, *n* = 6 YY1-exKO). **l** aCUS does not alter locomotor activity of Yy1-exKO mice relative to Yy1-exGFP controls (Unpaired *t*-test; *P* = 0.5; *n* = 7 YY1-exGFP, *n* = 6 YY1-exKO). **m** Loss of YY1 in PFC excitatory neurons increases helplessness behavior in aCUS-exposed females in the tail suspension test (Unpaired *t*-test; *P* = 0.005; *n* = 7 YY1-exGFP, *n* = 6 YY1-exKO). **n** Loss of YY1 in PFC excitatory neurons decreases sucrose preference in aCUS-exposed females (Unpaired *t*-test; *P* = 0.01; *n* = 11 YY1-exGFP, *n* = 11 YY1-exKO). **o** Loss of YY1 in PFC excitatory neurons decreases nest scores in aCUS-exposed females (Unpaired *t*-test; *P* = 0.01; *n* = 18 YY1-exGFP, *n* = 17 YY1-exKO). **p** Quantitative RT-PCR measurements of *Fos, Fosl2, Nr3c1, Nr3c2*, and *Crhr1* mRNA levels in aCUS YY1-exKO females relative aCUS YY1-exGFP controls (Unpaired *t*-test; *P* = 0.005; *n* = 7 per group). *P < 0.05; **P < 0.01; ****P < 0.0001. Error bars represent s.e.m. and statistical tests were two-sided unless stated otherwise. Source data are provided as a Source data file.

Having ascertained that CUS drives similar depressive- and anxiety-like phenotypes in male and female mice, we next assessed whether YY1 similarly functions in female PFC cortical neurons to control stress responses. We employed the same genetic strategy that we used in males to selectively inactivate YY1 from excitatory neurons in the PFCs of female mice (Supplementary Fig 6a). PFC tissues obtained from adult female *Yy1*^*fl/fl*^ mice infected with AAV expressing *CamKII-eGFP-Cre* (YY1-exKO) showed a ~50% reduction in *Yy1* transcript (Fig. 6i) and protein levels (Fig. 6j) compared to *CamKII-eGFP* infected females (YY1-exGFP). We had also observed a ~50% reduction of YY1 in AAV-infected male PFC tissues; thus YY1 levels do not significantly differ between males and females in this brain region.

We next assessed behavior in female Yy1-exGFP and Yy1-exKO mice. As we had observed in males, loss of YY1 in PFC excitatory neurons alone did not impair behavior in female animals. We observed comparable sucrose preference (Supplementary Fig 6f), nesting (Supplementary Fig 6g), exploratory behavior and locomotion in the open field test (Supplementary Fig 6h, i) between both YY1-exGFP and YY1-exKO cohorts. Remarkably, however, we found that selective deletion of YY1 in PFC excitatory neurons enhanced the stress sensitivity of adult females. YY1-exKO female mice, like their male counterparts, spent significantly less time in the center of the open field arena following exposure to aCUS than Yy1-exGFP controls (Fig. 6k) without displaying altered physical activity (Fig. 6l) and exhibited increased behavioral despair in the tail suspension test (Fig. 6m). Notably, aCUS also drove a significant decrease in sucrose preference (Fig. 6n) and nest building scores (Fig. 6o), behaviors that had not been altered by aCUS in Yy1-exKO males (Fig. 5h, i).

Next, we asked if aCUS exposure in YY1-exKO female mice induced a similar transcriptional pattern of stress in the PFC as it did in males. We first measured the expression of the stress-related genes, *Nr3c1, Nr3c2*, and *Crhr1*, using RT-PCR on PFC tissues microdissected from aCUS-exposed YY1-exKO and YY1-exGFP females. We found significant reduction in the expression of *Nr3c1, Nr3c2*, and *Crhr1* in Yy1-exKO female PFC samples relative to controls (Fig. 6p). Moreover, expression of *Fos* and *Fosl2* were also significantly reduced in female Yy1-exKO PFC tissues (Fig. 6p), as was observed in males. We also compared levels of *Yy1* expression between male and female mice. Intriguingly, we found that *Yy1* was significantly more highly expressed in PFC tissues taken from female Yy1-exGFP animals exposed to aCUS than males, suggesting a pronounced role for YY1 in stress regulation in females (Supplementary Fig 7b).

Taken together, we conclude that twelve days of CUS induces stress-associated behaviors in both females and males and that these behaviors are, in part, mediated by YY1 function in PFC excitatory neurons.

## Discussion

In this study, we show that twelve days of chronic unpredictable stress induces a depressive- and anxiogenic-like state in male and female mice. By performing a battery of behavioral tests and genome-wide sequencing of nuclear RNA transcripts with cellular precision, we report a role for YY1 in mediating CUS-induced phenotypes in neocortical excitatory neurons. We also found altered patterns of chromatin interaction at the *Syt1* locus in CUS-subjected mice that were associated with neuronal inactivation, implicating dynamic changes in chromatin folding in response to stress exposure. We report that neocortical excitatory neurons—in particular layer 2/3 pyramidal neurons—exhibited the most transcriptional dysregulation by CUS, underscoring an enhanced sensitivity to chronic stress as well as a function for L2/3 neurons in modulating stress effects on behavior^58^. Furthermore, we found that CUS drove a significant downregulation of synaptic genes in L2/3 cortical neurons, providing mechanistic support to previously described findings of decreased spine density and volume that have been observed in both post-mortem PFC tissues of depressed humans^59^ and stressed rodents^14,16,17,60^.

YY1 is a ubiquitously expressed zinc finger protein that contributes to structural enhancer-promoter interactions^43,61^, a common feature of mammalian gene control. YY1 plays a critical role in cortical development and haploinsufficiency of YY1 causes “YY1 syndrome”, a neurodevelopmental disorder characterized by intellectual disability, seizures, and behavioral impairment^62^. Despite its well-characterized role in early development, relatively little is known about YY1’s function in the adult brain. 

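In bulk Yy1 had 45.5 ± 1.78 CPM in control mice (n = 4) and 43.2 ± 1.56 CPM in CUS mice (n = 5). The log2 fold change was -0.07 (standard error 0.05, FDR 0.442 from edgeR's quasi-likelihood test). All 5 CUS mice were below the control mean, and the groups overlapped (exact permutation test on CPM, two-sided p = 0.0873). On RPKM, which lacks the TMM factors, the permutation p was 0.0238. Over the alternatives the log2 fold change stayed between -0.11 and -0.06 and the FDR between 0.316 and 0.682.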

We found that *Yy1* expression is reduced in cortical excitatory neurons by chronic stress in single-nucleus RNA-sequencing experiments, but not in bulk RNA-seq analyses (logFC = −0.8; FDR = 0.5), underscoring the cell type-specific effect of this dysregulation in this heterogeneous brain region. Specific loss of YY1 in PFC excitatory neurons impairs stress coping ability in both male and female mice, as measured by transcriptional deregulation of stress-associated genes in the prefrontal cortex and stress-associated behavioral phenotypes.

Our findings complement a previous genomics study of whole blood samples from MDD patients that identified YY1 as an upstream regulator of an MDD-associated transcriptional program. That study also found that *Yy1* expression is negatively correlated with MDD status^45^. Together, this work indicates that decreased YY1 function is not only associated with depressive-like behaviors in PFC excitatory neurons of chronically stressed mice but may also influence the MDD disease course in humans. Furthermore, most studies to date have virally manipulated gene expression in vivo by infecting brain regions without cell type selectivity to functionally validate the role of a target gene on behavior, thereby obscuring potential cell type-specific effects and contributions to the observed phenotype. In our study, we used *CamKII*-promoter driven expression of Cre recombinase to selectively delete *Yy1* from PFC excitatory neurons and demonstrate that YY1 function in this cell type, without manipulation of inhibitory neurons and glia, enhances stress sensitivity in vivo.

We show that inactivation of YY1 in PFC excitatory neurons alone did not impair behavior in male and female mice but rendered them more sensitive to stress. Although YY1 is constitutively expressed into adulthood, a recent study has shown that YY1 function is most critical during early cortical development and that neuronal dependence on YY1 decreases with age^55^. Our study demonstrates that loss of YY1 in cortical excitatory neurons alone does not drive functional impairment of the PFC but impairs neuronal adaptation to environmental stimuli. Specifically, loss of YY1 itself does not deregulate behavior in male and female mice under homecage conditions but rather incapacitates their ability to appropriately respond to stress—these findings suggest that YY1 dynamically functions to maintain neuronal homeostasis.

Compiling data from our bulk and single nuclei RNA-seq and 5C experiments also provides insight into the neuronal activity patterns induced by stress exposure. Computational reconstruction of gene regulatory networks from L2/3 sNuc Drop-seq data uncovered an upregulation of regulons governed by activity-dependent transcription factors, including Fos, Fosb, and Egr1 (Fig. 4c), indicating that the genes these transcription factors regulate are elevated in L2/3 neurons after 12 days of stress. In contrast, bulk nuclei RNA-seq revealed that the transcription of many activity-regulated genes, including *Fos* and *Fosb*, are downregulated in the PFCs of CUS mice (Fig. 2g). Likewise, GO analysis of the upregulated DEGs from bulk nuclear sequencing of CUS mice showed an enrichment of receptor-activity and cell-signaling terms (Fig. 2e), consistent with prior neuronal activation, while higher-order genome organization in these tissues were also found to have reorganized in a pattern associated with neuronal silencing (Fig. 2h). Together, these data portray a biphasic and time-dependent neuroadaptive response to stress, in which neuronal activation of the PFC may have occurred early during the CUS paradigm, leading to a remodeling of chromatin configuration and transcription in PFC excitatory neurons to decrease activity following sustained CUS exposure. The juxtaposition of these findings bridge together previously published work demonstrating that acute stress activates glutamatergic neurotransmission in the PFC^63,64^ to others that have shown opposing effects in the PFC after long-term prolonged stress, namely dampened excitatory transmission and atrophied dendritic architecture^14–18^.

Our study also uncovered sex-discordant responses to aCUS in the sucrose and nesting assays. aCUS-subjected Yy1-exKO females showed decreased sucrose preference and nesting while the behavioral responses of YY1-exKO males in these same behavioral tests were virtually indistinguishable from Yy1-exGFP controls. We also found that *Yy1* expression in the PFC is increased in female animals subjected to aCUS compared to their male counterparts (Supplementary Fig 7b). These data intimate that YY1 inactivation in stress-exposed neurons affects female PFC function more broadly than in males to disrupt additional domains of behavior and point to a sex-biased function for YY1 in stress regulation that may, in part, underlie the increased incidence of stress-related mood and anxiety disorders in women. Future studies directly comparing male and female responses to aCUS, which were not performed in this study, are needed to address whether YY1-exKO females show enhanced stress-induced behavioral impairment than their male counterparts. Additionally, while our study validated YY1’s functional role in neuronal stress adaptation, it did not characterize the effects of YY1 overexpression on stress susceptibility. However, a recent study characterizing transcriptional regulation of stress resilience identified an enrichment of YY1 motifs in the promoters of stress resilience-associated genes^65^. That finding supports this study, and, collectively, provide rationale for future work investigating YY1’s ability to rescue stress-induced behavioral phenotypes.

Intriguingly, our study found a sex-specific response in *Crhr1* gene expression between aCUS-exposed Yy1-exKO male and female mice. While aCUS increased *Crhr1* mRNA levels in PFC tissues of Yy1-exKO males relative to Yy1-exGFP controls, it led to decreased *Crhr1* expression in Yy1-exKO females. This dimorphic effect on *Crhr1* may be due to a sex-specific function of the CRH system in the PFC. Previous work demonstrates the presence of higher basal CRH levels in female PFCs than in males as well as sex-specific behavioral outcomes to CRH activation of neural circuits in the PFC^66^. We also observed significantly higher levels of *Crhr1* in the medial PFC of female mice compared to age-matched male littermates (Supplementary Fig 7c). This disparity in the expression and function of the CRH system in the PFC likely underlies the different effects that aCUS exerts on *Crhr1* expression in Yy1 exKO males and females.

Our study highlights the critical role of epigenetic factors in mediating cellular responses to environmental stimuli, which is an especially vital process in post-mitotic neurons. We show that YY1 activity is essential for neuronal adaptation to stress in both males and females, underscoring its generalizability as a target for therapeutic treatment. Our data also provide evidence for other factors involved in organizing chromatin structure, such as CTCF, in the stress-induced nuclear reprogramming of cortical neurons; these factors may function in concert with YY1 in re-shaping the transcriptional landscape in response to stress. Taken together, our findings show that chronic stress exerts a significant impact on PFC excitatory neurons to decrease their activity, and highlights the role of the nucleus as the dynamic center of coordinated cellular activity driving the adaptive transcriptional responses to chronic stress that ultimately modify behavior. Our study also demonstrates ethological validation of the CUS rodent model and its utility in uncovering clinically-relevant mechanistic insights into the behavioral consequences of stress.

## Methods

### Animals

Mice used for CUS experiments were C57Bl/6J mice obtained from Jackson Laboratories at 8 weeks of age and given 1.5–2 weeks of acclimation before CUS. *Yy1*^*fl/fl*^ mice^49^ were obtained from M. Atchison and maintained on a *C57BL/6J* background. All mice were maintained on a 12 h light-dark cycle with lights on at 7:00 a.m. Food and water were provided ad libitum except during one overnight 13 hr period when food was removed during the chronic unpredictable stress paradigm. All experiments conformed to the Institutional Animal Care and Use Committee (IACUC) guidelines at the University of Pennsylvania.

### Chronic unpredictable stress

CUS was performed in 9–10 weeks old mice as described in Supplementary Table 1 and as previously described^27^. Three different stressors were performed each day for variable lengths of time over a 12-day period in dedicated procedure rooms. The first CUS stressor began at 8 a.m., the second at 1 p.m., and the last stress began at 6 p.m. and continued until 7 a.m. the following morning. Mice were group housed (4–5 mice per cage) and controls were housed in a separate room from CUS animals and gently handled daily during the duration of CUS. Control and CUS mice that were used for behavioral experiments were singly housed beginning at 6 p.m. on the 12th final day of the CUS paradigm for sucrose preference, food consumption, and nesting assays.

### Abbreviated CUS

aCUS was performed as described in Supplementary Table 2 over the course of 3 days, with three different stressors performed each day as in CUS. Mice that were used for behavioral experiments were singly housed beginning at 6 p.m. on the third final day of the CUS paradigm for sucrose preference testing and nesting assays.

### Animal behavior

All behavioral testing was counterbalanced across experimental groups and mice were randomly assigned to each group as previously described^67^. Behavioral analysis for open field, elevated zero maze, and tail suspension tests was performed automatically in real-time by video-tracking software (SmartScan 3.0). With the exception of the tail suspension test, every other behavioral test took place in a dedicated room with low, indirect lighting apart from where CUS was performed. All behavioral testing equipment was wiped clean between animals to remove odor cues, first with Versa-clean (Fisherbrand) diluted 1:80 in deionized water and then with deionized water alone. Experimenters changed gloves between handling control and CUS animals and between handling male and female mice. Experimenters were never present in the room during behavioral testing. With the exception of the sucrose preference test, all behavioral testing started at 7:00 a.m., when the light cycle turned on, and mice were given 1 h to habituate to a new room prior to testing.

*Sucrose preference*, *food consumption*, and *nesting* assays began at 6 p.m. on the final day of CUS. Control and CUS mice were singly housed in new cages with one intact nestlet, one pre-weighed food pellet, and two pre-weighed bottles, one filled with the animal’s drinking water and the other containing sucrose dissolved in the animal’s drinking water to a concentration of 2.5%. Details for each assay are included below:

#### Food consumption

Food pellets were collected from each cage at 7:00 am the next morning, 13 h after mice were singly housed. Food consumption was measured as the change in weight of the food pellet.

#### Nesting

Nest construction was evaluated using the metric as described previously^67^. 18 h after mice were singly housed with a cotton square nestlet (Ancare) and no other bedding material. Nests were assessed for amount of nestlet material shredded, height, and shape and scored using the following metric: (1) nestlet not noticeably touched; (2) nestlet partially torn; (3) nestlet mostly shredded but with no identifiable nest site; (4) an identifiable but flat nest; and (5) a perfect nest with walls. A score of 4.5 was given to nests that had walls covering less than 50% of the nest circumference.

#### Sucrose preference test

Animals were introduced to two 50 ml tubes (Falcon) filled with their drinking water and plugged with a rubber stopper holding a drinking tube (Ancare) 24 h prior to the sucrose preference test. At 6 pm on the final day of CUS, control and CUS mice were singly housed in new cages containing pre-weighed water and 2.5% sucrose bottles. The positions of the sucrose and water bottles were switched 12 h into testing, and collected for weighing 24 h after testing was initiated. Sucrose preference was calculated as change in weight of the sucrose bottle (sucrose consumption) divided by change in weights of both sucrose and water bottles (total liquid consumption). Mice were re-grouped following sucrose preference testing and remained group-housed for the duration of the behavioral testing.

#### Coat state

Coat scores were assigned for each mouse and assessed by assigning a score of 0 (clean, sleek coat), 0.5 (fur moderately or partially deterioriated or dirty) or 1 (fur mostly or entirely deteriorated, dirty, and/or raised) to eight different body regions of the mouse. Scores were summed to obtain severity of coat state scores for each mouse.

#### Open field assay

Mice were given 15 min to explore a 15′′ × 15′′ box placed directly underneath a ceiling-mounted camera. Center and periphery of the arenas were defined in video tracking software and percent time spent in the center and total distance traveled was recorded and used for analysis.

#### Elevated zero maze

Mice were placed inside a designated closed arm of an elevated zero maze (San Diego Instruments) directly facing the open arm and allowed to explore the maze for 5 min. Percent time spent inside the closed and open arms of the maze and total distance traveled were recorded by video tracking software. The video-tracking results were later manually validated by two blinded experimenters who were trained to analyze percent time for each mouse in the open arms using recorded videos.

#### Tail suspension test

Mice were suspended inside a pre-calibrated BIOSEB tail suspension apparatus (BIO-TST5) by attaching tape placed over the ends of their tails to a sensor on the ceiling of each chamber. 1.5′′ plastic cylinders were threaded onto their tails prior to testing to prevent tail climbing behavior. Immobility time was recorded for each mouse over a 6-min period using the automated BIOSEB software. The software-tracking results were later validated by one blinded, trained experimenter who manually recorded immobility times on video recordings of a subset of randomly chosen mice.

### Nuclei isolation and purification

Mouse neocortical tissues were collected from a cohort of mice 24 h after the final CUS stressor for sNucDrop-seq. Cortical tissues were rapidly resected on ice, flash-frozen in liquid nitrogen, and stored at −80 °C before nuclear isolation. Cortical nuclei were isolated as previously described^30^. Briefly, tissues were dounce homogenized on ice in 12 mL of sucrose homogenization buffer containing 0.32 M sucrose (Sigma-Aldrich, RNase & DNase free, ultra pure grade), 5 mM CaCl_2_ (Sigma-Aldrich), 3 mM MgAc2 (Sigma-Aldrich), 10 mM Tris-HCl pH 8.0 (Invitrogen), 0.1% Triton X-100 (Sigma-Aldrich), 0.1 mM EDTA (Invitrogen), and protease inhibitor cocktail (Roche), gently layered on top of 14 mL of sucrose cushion buffer (1.8 M sucrose, 10 mM Tris-HCl pH 8.0, 3 mM MgAc2, protease inhibitor cocktail) in a 1′′ × 3.5′′ sterile centrifuge tube (Beckman), and isolated by ultracentrifugation at 25,000 rpm at 4 **°**C for 2 h using a Beckman Coulter SW28 swinging bucket rotor. For bulk nuclear RNA-seq experiments, nuclei were resuspended in 1 mL of ice-cold PBS containing EDTA-free protease inhibitor cocktail tablet (Roche), and RNasin ribonuclease inhibitor (Promega) and transferred to a 1.5 mL tube. For sNuc Drop-seq nuclei were resuspended in 1 mL of ice-cold PBS containing 0.01% BSA (Sigma-Aldrich), EDTA-free protease inhibitor cocktail tablet (Roche), and RNasin ribonuclease inhibitor (Promega) and transferred to a 1.5 mL tube.

### Single-nucleus Drop-seq and data analysis

sNucDrop-seq of cortical nuclei was performed as previously described^36^. Briefly, nuclei suspensions were run through an Aquapel-coated PDMS microfluidic device (uFluidix) with barcoded beads (ChemGenes) to co-encapsulate individual nuclei with a single bead. Barcoded beads were resuspended in lysis buffer (200 mM Tris-HCl pH 8.0, 20 mM EDTA, 6% Ficoll PM-400 (GE Healthcare/Fisher Scientific), 0.2% Sarkosyl (Sigma-Aldrich), and 50 mM DTT (Fermentas) at a concentration of 120 beads/**u**L. Droplet breakage with Perfluoro-1-octanol (Sigma-Aldrich), reverse transcription using Maxima H Minus Reverse Transcriptase (ThermoFisher) and exonuclease I treatment were subsequently performed. cDNA was amplified by PCR (KAPA HiFi hotstart Readymix, KAPA biosystems) using a pre-determined, optimized number of cycles and purified twice with 0.6X SPRISelect beads (Beckman Coulter). cDNA was then tagmented using the Nextera XT DNA sample preparation kit (Illumina, cat# FC-131-1096) and further amplified using 12 enrichment PCR cycles. Libraries were sequenced on an Illumina NextSeq 500 using the 75-cycle High Output v2 Kit (Illumina), each loaded at a concentration of 2.0 pM. In total, 8 individual mouse cortex samples (4 controls, 4 CUS) were analyzed by sNucDrop-seq with 2 independent batches (2 controls, 2 CUS samples per batch), which were sequenced twice.

#### Read mapping, clustering, and marker gene identification

Paired-end sequencing reads of sNucDrop-seq were processed as previously described^36^. In brief, after mapping the reads to the mouse genome (mm10, Gencode release vM13), both exonic and intronic reads mapped to the predicted strands of annotated genes were retrieved for the cell type classification. Uniquely mapped reads were grouped by cell barcode. To digitally count gene transcripts, a list of UMIs in each gene, within each nucleus, was assembled, and UMIs within ED = 1 were merged together. The total number of unique UMI sequences was counted, and this number was reported as the number of transcripts of that gene for a given nuclei. Raw digital expression matrices were generated for the 4 Nextseq 500 sequencing runs.

The raw digital expression matrices of libraries from control and CUS mice were combined and loaded into the R package Seurat^68^ (version 3.1.1.9002). For normalization, UMI counts for all cells were scaled by library size (total UMI counts), multiplied by 10,000 and transformed to log space. Only genes found to be expressing in >10 cells were retained. Cell with a high percentage of UMIs mapping to mitochondrial genes (> = 0.05), fewer than 600 detected genes, or more than 5,000 detected genes were discarded. In addition, doublet analysis tool, Scrublet^69^ (version 0.2), was used to remove cells with doublet score >0.2 for each sample. As a result, 31,806 nuclei from 8 samples (4 control and 4 CUS) were kept for downstream analysis. The top 2000 highly variable genes (HVGs) were identified using the function *FindVariableFeatures* with “vst” method. The expression levels of HVGs in the nuclei were scaled and centered along each gene and was subjected to PCA analysis. Assessing a number of different PCs for clustering revealed that the variation of PC number selection was relatively insensitive to the clustering results. The top 50 PCs were selected and used for 2-dimension reduction by Uniform Manifold Approximation and Projection (UMAP). Clusters were identified using the function *FindCluster* in Seurat with the resolution parameter set to 1. Cells were classified into 21–45 clusters with the resolution parameter from 0.3 to 2. Clustering resolution parameters were varied quantitatively based on the number of cells being clustered. After the clustering results with different resolutions were compared and evaluated, we chose a resolution value of 1. Using this approach we were able to assign 31,806 cells to 28 clusters. Marker genes were then identified using the function *FindAllMarkers* in Seurat. Cell type was annotated based on top ranked marker genes. Two cell clusters, which co-expressed multiple cell type specific markers, were empirically considered as doublets. In all, 546 nuclei (1.7% of input data) were removed from the downstream analysis and 31,206 cells were finally assigned into 26 cell clusters (Fig. 3a and b).

#### Identification of cell-type-specific differentially expressed genes between Control and CUS nuclei

In this study, we randomly selected 4 mice (2 control and 2 CUS) from each batch, in total 8 animals from 2 batches. After quick assessment of transcriptional signature of control and CUS mice by MDS plot, we found a profound batch effect in the differential expression gene test. To account for the batch effect in gene expression, edgeR^70^ generalized linear model (GLM) was used to analyze the gene expression difference under different group (Control or CUS) and different batch. 26 cell clusters with more than 200 nuclei were subjected to differential expression test. For each cell type, raw gene counts were aggregated by gene and animal identity. To filter out low expressed genes and compensate for different nuclei size of clusters, we kept the genes whose aggregated UMI was more than 10% of nuclei number in a cluster. By doing this, we obtained comparable number of genes that were subjected into the differential expression test across clusters, varied from 11,336 genes to 14,856 genes. Then model.matrix function in edgeR was used to construct the design matrix with two factors, group and batch. Then likelihood ratio test by functions glmFit and glmLRT was performed to test the differential expression of genes between Control and CUS mice. The one-sided likelihood ratio test was performed to test the significance of differentially expressed genes between Control and CUS mice. *P*-value was then corrected by FDR. Genes with FDR < 0.2 were considered significantly expressed between Control and CUS nuclei (Fig. 3c).

#### Gene ontology enrichment analysis

GO enrichment analysis were performed as previously described^30^. To identify functional categories associated with defined gene lists, the GO annotations were downloaded from the Ensembl database. An enrichment analysis was performed via a hypergeometric test. The *P* value was calculated using the following formula:

1 $${P}=1-\mathop{\sum }\limits_{i=0}^{m-1}\frac{\left(\begin{array}{c}M\\ i\end{array}\right)\left(\begin{array}{c}N-M\\ n-i\end{array}\right)}{\left(\begin{array}{c}N\\ n\end{array}\right)}$$

where *N* is the total number of background genes, *n* is the total number of selected genes, *M* is the number of genes annotated to a certain GO term, and i is the number of selected genes annotated to a certain GO term. *P* value was corrected by function p.adjust with false discovery rate (FDR) correction in R. GO terms with FDR below 0.05 were considered enriched. All statistical calculations were performed in R.

#### SCENIC analysis

To assess the regulatory activity of transcript factors associated with CUS, we used SCENIC^42^ (version 1.1.2.2) to perform gene regulatory network analysis. Regulatory modules are identified by inferring co-expression between TFs and genes containing TF binding motif in their promoters. We took out nuclei with relatively high number of detected genes (>1000 nGenes) for SCENIC analysis from Ex_L2/3_Enpp2 cluster. 1788 control nuclei and 1933 stressed nuclei from 8 mice were used for downstream analysis. Two gene-motif rankings, 10 kb around the TSS and 500 bp upstream, were loaded from RcisTarget databases (mm9). Gene detected in >1% of all the nuclei and listed in the gene-motif ranking databases were retained, resulting in 10,840 genes. Then GRNBoost, which was implemented in pySCENIC, was used to infer the co-expression modules and quantify the weight between TFs and target genes. Targets genes that did not show a positive correlation (>0.03) in each TF-module were filtered out. SCENIC found 5892 TF-modules. A cis-regulatory motif analysis on each of the TF-modules with RcisTarget revealed 346 regulons (transcription factors). The top 1 percentile of the number of detected genes per cell was used to calculate the enrichment of each regulon in each cell. The regulatory activity was quantified by area under the recovery curve (AUC) value from the enrichment of each regulon.

AUC values of TFs were obtained and then subjected to Wilcoxon rank sum test to access significance of the difference of TF activity between CUS and control nuclei per batch. TFs with *P*-value less than 0.05 and showing consistent trend in 2 batches were considered differentially regulated. For Fig. 4c, we computed the mean AUC of all nuclei belonging to defined groups, then normalized CUS to Control group and log-transform the fold change. R package pheatmap was used to draw the heatmap. For Fig S3, box plot was used to show the AUC value of transcription factors at different batch and group.

### Bulk nuclear RNA-seq and data analysis

Mice for bulk nuclear RNA-seq analysis were taken 24 h after the last behavioral test was conducted. Medial PFC tissues were isolated using a sterile 2 mm disposable biopsy punch (Integra Miltex) centered over the midline of 1 mm-thick coronal section cut using a brain matrix (Harvard Apparatus). Each sample was flash-frozen in liquid nitrogen and stored at −80 °C before nuclear isolation. Nuclei were pelleted at 5000 rpm for 10 min at 4 **°**C. The supernatant was subsequently removed, and total nuclear RNA was isolated by Trizol (Thermo Fisher) and treated with DNase I (Thermo Fisher). Samples were prepared for RNA-sequencing using the TruSeq Stranded Total RNA library prep kit with RiboZero depletion (Illumina). Multiplexed libraries were submitted for sequencing on the Illumina HiSeq 2500 platform at the University of Pennsylvania Next-Generation Sequencing Core facility. FASTQ files for each RNA sequencing library were mapped to the mouse mm10 genome by STAR using the parameters of ‘--outFilterMultimapNmax 1 --outFilterMismatchNmax 3’. The read number of each gene was counted by in-house Perl programs as previously described^30,71^ to normalize raw counts and to compare between control and CUS samples. We used edgeR 3.22.5 in R version 3.5.2 to compare the gene expression profiles between control and CUS samples. We used the “glmFit” function in egdeR to fit a negative binomial generalized log-linear model to the counts for each gene. We used the “glmLRT” function in edgeR to conduct likelihood ratio tests in the linear model using the parameter of “coef = 2”. The tests were adjusted for multiple comparisons. Genes with a false discovery rate (FDR) less than 0.05 were considered as differentially expressed genes as described in previous studies^30,71^.

#### GSEA

A pre-ranked GSEA was performed with the use of GSEA v.4.0.3 using a gene set consisting of neuronal primary response genes identified by Tyssowski et al.^32^. Enrichment of these genes was analyzed in a list of transcripts identified by RNA-seq analysis that were ranked by differential expression with 1000 permutations to assess the statistical significance of the enrichment score.

### RNAScope in situ hybridization

Mice were anesthetized via intraperitoneal (IP) injection of ketamine cocktail followed by perfusion with 4% paraformaldehyde (PFA). Brain tissues were then isolated for post-fixation in 4% PFA overnight at 4 °C, cryo-preservation in 15% sucrose, then 30% sucrose, overnight at 4 °C, and finally embedded in Tissue-Tek OCT compound (Sakyra Finetek) and stored in −80 °C. Coronal sections (7 μm thickness) were collected on glass slides (Fisher Scientific) using a Cryo-Stat, dried at room temperature (RT) for 2 h, and stored at −20 °C prior to staining following RNAScope protocol.

RNAScope in situ hybridization [Advanced Cell Diagnostics (ACD)] was performed according to the manufacturer’s instructions. OCT imbedded tissue sections (7 μm) on glass slides were immersed in a prechilled 4% PFA for 15 min. After rinsing with sterile PBS twice, gradient dehydration using 50, 70, and 100% ethanol was performed for 5 min per step. Then, dehydration was repeated in 100% anhydrous ethanol followed by drying at RT for 10 min. Afterward, sample slides were incubated with RNAScope hydrogen peroxide (ACD, REF:322381) for 10 min at RT and then rinsed three times with sterile PBS. Sample slides were next incubated with 200 ml of RNAScope 1× Target Retrieval Reagent (ACD, REF:322000) at 100 °C for ~5 min, followed by washing immediately with distilled H_2_O for 15 s, 100% alcohol for 3 min, and air dry. Dried slides were then incubated with Protease III for 30 min at 40 °C, rinsed in sterile water with slight agitation for 2 min, incubated with five drops of individual probe mix to cover each section entirely. The target probes were Yy1 (Mm-Yy1, REF:575381, ACD) in channel C1 and Cdkl5 (Mm-Cdkl5-C2, REF:500851-C2, ACD) in channel C2. Sample slides were finally washed for 2 min three times with the wash buffer (REF:310091) at RT, incubated with five drops of RNAscope Multiplex AMP 1 (40 °C for 30 min), AMP 2 (40 °C for 30 min), and AMP3 (40 °C for 15 min). Channel C1 was illustrated with fluorescent dye (OpalTM 570 reagent pack, FP1488001KT, PerkinElmer) as red and channel C1 was illustrated with fluorescent dye (OpalTM 690 reagent pack, 1497001KT, PerkinElmer) as gray. All samples were counterstained with DAPI prior to image acquisition.

#### Image analysis

Confocal images were captured with Leica TCS SP8 confocal microscope at × 63 magnification. Collected images were analyzed using ImageJ (NIH). Individual spots of RNAs were counted, blind of sample IDs, for the expression levels of Yy1 and Cdkl5 at c1 or c2 channels, respectively, on the same cell/slide. Three images were randomly selected from L2/L3 and L6 brain sections of each animal. 10 cells per image for a total of 3 mice in each control or CUS condition were collected for data analysis.

### Primary neuronal culture

Murine primary cortical neurons were purchased from the Neurons-R-Us Core at the University of Pennsylvania Perelman School of Medicine. Approximately 300,000 cells were plated into each well of a 12-well plate for RT-PCR and 600,000 cells into each well of a 6-well plate for western blotting. Cell cultures were maintained in neurobasal medium supplemented with B27, 1× Glutamax (Gibco, Thermo Fisher Scientific), 0.5% D-glucose, and 100 μg/ml Primocin (InvivoGen), with 50% media changes every other day for a 7-day period. The 1.5-week corticosterone (CORT) treatment began on DIV7. Half of the media in a subset of wells was exchanged with fresh media mixed with 2 μM corticosterone for a total concentration of 1 μM CORT while the rest of the wells were treated with fresh media mixed with an equivalent amount of vehicle (DMSO). Media was exchanged on all cells simultaneously at every time-point so that CORT-treated cells received fresh CORT at every subsequent time-point. Cells for all time-points were harvested simultaneously for RT-PCR and western blotting. Nuclei were isolated from cultured cells for RT-PCR and whole-cell lysates were used for protein analyses. For neuronal activity modulation, cortical neurons from E18 WT C57/BL6 mouse embryos were dissociated and plated at a density of 200,000 cells/mL. At DIV15 neurons were treated for 24 h with either 1 μM Tetrodotoxin (TTX) or 10 uM Bicuculline (Bic) via addition to the cell culture media and harvested for 5C.

### Viral reagents and surgeries

EGFP or eGFP fused to Cre recombinase was expressed in *Yy1*^*fl/fl*^ mice using AAV9.CamKII.eGFP or AAV9.CamKII.eGFP-Cre obtained from the Penn Vector Core and diluted to 1.0 × 10^13^ per mL in sterile PBS before use.

Stereotaxis-assisted intra-PFC injections were performed in *Yy1*^*fl/fl*^ mice at 10–14 weeks of age. Mice were deeply anesthetized with isoflurane by inhalation, placed in a small-animal stereotaxic device with bilateral arms (Kopf Instruments), and treated pre-operatively with lidocaine at the injection site and meloxicam (5 mg/kg) subcutaneously. After the skull surface was exposed and leveled, two custom-made 16 mm long 33-gauge needles (Hamilton) were simultaneously lowered at pre-drilled holes at the following coordinates from Bregma: +1.8 A/P; ±0.8 M/L, −2.75 D/V, at 15° angle from the midline. Viral suspension (300 nL) was infused over a 3-min period (100 nL/min) and needles were kept in place for 5-min after injection to prevent flowback. Mice were treated with a subcutaneous injection of meloxicam (5 mg/kg) 24 h following surgery and monitored 3 times a week over the 3-week recovery period. In vivo transduction was confirmed on dissected PFC tissue by RT-PCR and GFP expression under a fluorescent microscope.

### Quantitative RT-PCR

Medial prefrontal cortical tissue was rapidly microdissected using the method described above. RNA was isolated by Trizol reagent (Thermo Fisher), treated with DNase I (Thermo Fisher), and purified using the RNeasy MinElute Clean-up kit (Qiagen cat. #74204). Thousand nanogram of RNA was converted into cDNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, 4368814) and real-time-PCR was performed using Taqman Gene Expression Assay probes purchased from Applied Biosystems and TaqMan Universal PCR Master Mix (Applied Biosystems, cat. #4304437). The following Taqman assay primer/probe sets were used for this study: Hprt (Mm03024075_m1); Yy1 (Mm00456392_m1); Nr3c1 (Mm00433832_m1), Nr3c2 (Mm01241596_m1), Crhr1 (Mm00432670_m1), Fos (Mm00487425_m1), Fosl2 (Mm00484442_m1), Adam23 (Mm00478606_m1), Grm3 (Mm00725298_m1), Homer1 (Mm00516275_m1).

Results were quantified on an ABI 7900 system. All RNA expression levels were normalized to *Hprt* using the ΔΔCT method.

### Western blotting

Medial prefrontal cortical tissue was isolated using the methods described above and homogenized in RIPA buffer (1% Triton X-100, 1% sodium deoxycholate, 150 mM NaCl, 0.1% SDS, pH 8.0) with protease inhibitors (Roche, cOmplete, EDTA-free protease inhibitor cocktail tablets). Homogenized lysates were incubated on ice for 15 min, and then centrifuged at 21,000 × *g* for 15 min at 4 °C. The supernatant fraction was sonicated using a Biorupter three times at max frequency for 15 s, each followed by a 60 s cooldown period. The lysate was then centrifuged at 21,000 × *g* for 15 min at 4 °C, and the supernatant was quantified using the BCA Protein Assay Kit (Pierce, Rockford, IL) for Western blotting. Equal amounts of protein lysate (30 μg) were run and separated on a 10% SDS–PAGE gel (Invitrogen) and transferred to a polyvinylidene fluoride membrane (Millipore). The resulting membrane was blocked with a 1:1 solution of Odyssey blocking buffer (LI-COR; 927-40100) for 1 h at room temperature and incubated with the following antibodies overnight: mouse anti-β-Actin (Abcam; ab8226; diluted 1:10,000); mouse anti-YY1 (Santa Cruz; H-10, sc-7341; diluted 1:1,000); rabbit anti-YY1 (Cell Signaling; D5D9Z Rabbit mAb #46395; 1:1,000). Secondary antibodies (LI-COR) used were anti-mouse IgG IRDye680LT and incubated for 1 h at room temperature at dilutions of 1:10,000. Standard protocols were used for the Odyssey Infrared Imaging System (LI-COR) for protein visualization and quantification. Uncropped blots are provided in Source data.

### 5C

PFC tissues were rapidly microdissected from frontal cortical slices cut in a pre-chilled brain matrix (Harvard Apparatus) and immediately snap-frozen in liquid nitrogen. Frozen tissue was processed for in situ 3C as previously described^72^. Briefly, frozen PFC tissue was placed in Covaris TT1 tissue tubes and pulverized using the CP01 Cryoprep Manual Pulverizer, following the manufacturer’s instructions. Tissue was transferred from tissue tubes to 15 mL conical tubes using 10 mL cold PBS, to which 1 mL of fixation solution (50 mM Hepes-KOH, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 11% formaldehyde) was added following by 10 min of rotation at room temperature. Fixation was terminated via the addition of 0.58 mL 2.5 M glycine and 5 min of room temp incubation, followed by 2× PBS washes. Fixed cells from two animals were pooled before proceeding with in situ 3C as previously described^61,73^.

5C primers were designed according to the double-alternating design scheme^74^ using the My5C primer design software (http://my5c.umassmed.edu/my5Cprimers/5C.php)13 with universal “Emulsion” primer tails. 5C reactions were carried out as previously described^73^. Libraries were evenly pooled and sequenced on the Illumina NextSeq 500 using 37 bp paired-end reads. Reads were mapped back to the 5C primer pseudo-genome using Bowtie v0.12.7.

Counts of primer-primer interactions were analyzed using previously published tools^75^. Briefly, outlier counts (which arise from 5C primer biases) were removed if their value was 8 fold higher than the median of a 5 × 5 primer-primer count window centered on the location in the counts matrix of the primer-primer count in question. Because in the double alternating design up to 2 primers could map to a single restriction enzyme fragment, we next converted primer-primer counts to fragment-fragment counts by calculating the arithmetic mean of the primer counts that mapped to each fragment-fragment pair. Each 5C region was then evenly divided into 4 kb bins and fragment counts were ‘binned’ by summing the fragment-fragment counts that fell within a 12 kb × 12 kb window centered at the middle of the genomic coordinates of each bin-bin pair^76^. Binned count matrices were balanced using the Joint Express algorithm^75^ and quantile-normalized for consistent condition-to-condition comparison. Balanced counts were normalized for background contact domain signal, which was modeled using the donut background filter^61,77^. The resulting background-normalized interaction frequency counts were fit with a logistic distribution from which *p*-values were computed for each bin-bin pair and converted into ‘Background-corrected Interaction Scores’ (interaction score = −10*log2(*p*-value)). Interaction scores have proven to be informatively comparable across replicates and conditions and as such were used for visualization analyses.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation (ChIP) assays were performed as previously described^78^. Cortical nuclei were isolated from frozen frontal cortices of mice with Nuclei EZ prep kit (NUC101-1KT, Sigma). Chromatin from ~100,000 nuclei were used for each ChIP reaction. Nuclei were fixed with 1% formaldehyde for 15 min and then immediately quenched by adding glycine stock solution to a final concentration of 125 mM for 5 min. Nuclei were then rinsed with cold PBS twice, incubated with ChIP lysis buffer (50 mM HEPES-KOH pH7.5, 140 mM NaCl, 1 mM EDTA pH 8, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS, Protease Inhibitors) for 10 min on ice. Nuclei lysates were sonicated for 15 min using CovarisTM S220 (Covaris, Inc) to shear chromatin to an average fragment size of 300–900 bp. The following antibodies were used in ChIP: anti-YY1(#61779, Active Motif) and IgG (#2729 S, CST). After washing with low salt wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.0, 150 mM NaCl), high salt wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.0, 500 mM NaCl) and LiCl wash buffer (0.25 M LiCl, 1% IGEPAL, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH 8.0) successively, DNA was eluted wiht elution buffer (1% SDS, 100 mM NaHCO3) and purified using QIAquick PCR purification kit (28104, Qiagen). Input and bound DNAs were amplified by quantitative real time PCR using the same QuantStudio 7 Flex platform. The enrichment of the bound DNA was calculated as a percentage of the input. Amplification primer sequences were designed against the Nr3c1 promoter: 5′ CACGGTCACCATTTTGGCAG-3′ and 5′- GTCTTACAGCCACGGCCTAC-3′; and Yy1 promoter: 5′-AAGAAGTGGGAGCAGAAGCA-3′ and 5′-ATGGCTTCCCTTCAAAACAA-3′, where YY1 was shown with significant enrichment binding as previously reported.

### Statistics

Values are expressed as mean ± s.e.m. as indicated. Statistical analyses were performed using the GraphPad Prism 8 software and R version 3.5.2. Statistical tests and R packages used in this study are described in the figure legends and “Methods” section.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Reporting Summary

## Data Availability

Sequencing data can be found in NCBI GEO with the accession code GSE145970. Source data are provided with this paper containing the raw data used in the charts/graphs in Figs. 1, 4, 5, 6, and Supplementary Figs. 4–7. Common scripts used for bulk nuclei RNA-seq, sNucDrop-Seq, and 5C analysis were described in previous studies, respectively^36,31,77^. All other data or resources are available from the corresponding author upon request. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Neuronal Yin Yang1 in the prefrontal cortex regulates transcriptional and behavioral responses to chronic stress in mice
**Source:** Nat Commun. 2022 Jan 10;13:55. doi: 10.1038/s41467-021-27571-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1
Description:
List of 1,362 differentially expressed transcripts identified via bulk nuclear RNA-Seq from 9 individual adult male mice (4 unstressed controls, 5 CUS, FDR <0.05), 832 of which are downregulated and 530 are upregulated.

File Name: Supplementary Data 2
Description:

List of cortical cell type (cluster)-specific CUS-associated differentially expressed genes (DEGs) identified via sNucDrop-seq (2 unstressed control and 2 CUS mice in each batch of sNucDrop-seq for a total of 2 batches, FDR <0.2). Note, the presence of CUS-associated DEGs across virtually every cortical cluster. DEGs in YY1 GRN/regulon are noted in the last column.

File Name: Supplementary Data 3
Description:

Number of cell type (cluster)-specific DEGs identified using the same statistical criteria before and after down-sampling the number of cells in each cluster. Note, L2/3_Enpp2 neurons contain the greatest number of DEGs with and without down-sampling, and that other cortical excitatory neuronal subtypes, L5/6, L5, L6, L2/3_Ndst4, also show more transcriptional deregulation than the non-excitatory neuronal groups analyzed.

How the deposited data were processed for this re-analysis (not part of the article)

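The deposited processed files cover the bulk nuclear RNA-seq of the mPFC (4 control and 5 CUS mice) and the sNucDrop-seq of the neocortex (4 control and 4 CUS mice). No processed file covers the 5C, ChIP, RNAscope, quantitative PCR or behavioral experiments, the SCENIC scores or the Yy1-deleted mice, so nothing was computed for these. Each mouse is 1 replicate. The condition and replicate number of each mouse were taken from the sample labels. The replicate numbers do not say that a control and a CUS mouse belong together.

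The bulk files give whole numbers of reads per gene, without normalization. The sNucDrop-seq files give whole numbers of UMIs per gene and cell barcode, for 5000 barcodes per mouse, without normalization and before any filter on nuclei. These count values were made by the authors before deposit, from reads mapped to mm10, by counting uniquely mapped reads (bulk) or UMIs (nuclei) on genes, as the Methods state. Positions printed beside genes are those in the bulk files.

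Bulk counts were tested in R 4.3.3 with edgeR 4.0.16 on the 18394 genes kept by filterByExpr, with TMM factors and the quasi-likelihood test, at an FDR of 0.05. sNucDrop-seq barcodes were kept with 600 to 5000 genes, under 5% mitochondrial UMIs and a doublet score of at most 0.2, as in the Methods. The score followed the published steps of Scrublet with an expected doublet rate of 0.1. Of 2 versions of this score that were written, 1 was kept before any comparison of CUS with control mice. Nuclei of all mice were clustered together with Seurat 5.3.0 on 2000 variable genes, 50 principal components and 20 neighbors, at a resolution of 1. A cluster took the name of a cell type when at least 3 of the type's markers were enriched 1.5-fold over the other nuclei in at least 5% of its nuclei and at least 2 were among its 10 leading genes, which had to be detected in 25% of its nuclei. These cut-offs came after 3 forms of the rule had been looked at on the clusters, without regard to condition. A cluster whose nuclei held markers of types that exclude each other was left out. Classes with over 200 nuclei were tested on UMIs summed per mouse, on genes whose summed UMIs exceeded 10% of the nuclei of the class, at an FDR of 0.2 within the class.

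The lists of genes (activity-regulated genes, excitatory synapse genes, ribosomal protein genes, striatal genes, choroid plexus genes and markers of cell types), the tests and the alternatives were fixed before the data were examined, except where the text says otherwise. The choroid plexus list was chosen because the paper's Supplementary Data 2, from the same mice, has Ttr among the calls of many classes. Genes named in the text are those the paper names for these samples, the 4 genes per direction with the smallest p among calls whose groups do not overlap, the 3 genes of each list with the largest change, and Xist. Not every gene that meets these rules is given. Other named genes were chosen after their values were seen. Lists were tested with camera of limma 3.58.1 at a correlation of 0.01, with an estimated correlation and fry beside it. Shares of nuclei and values per mouse were compared by exact permutation tests, two-sided. These can give no p below 0.0286 for 4 mice against 4 and 0.00794 for 4 against 5. Nuclei were thinned to 1000 UMIs at random to compare shares at equal depth, and shallower nuclei were left out there.

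The alternatives were the likelihood ratio test of edgeR, which the Methods use, DESeq2 1.42.0 with its size factors, no TMM factors, no filter on low counts, a block for the replicate number, and each mouse left out in turn. For the nuclei they also included clustering at resolutions of 0.6 and 1.5, no doublet filter, and a minimum of 1000 genes per nucleus. A model without a batch term was planned as an alternative, and it is the model used, because the rule for a batch called none. The 18 ways to place 2 control and 2 CUS mice in each of 2 batches were tried after the data had been seen.

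The tests were checked on simulated data. In counts simulated from the bulk fit with 200 of 18394 genes changed by 1 on the log2 scale, edgeR's quasi-likelihood test recovered 84% of the changed genes with 5.61% false calls. The likelihood ratio test recovered 88% with 16.8% false calls, and DESeq2 83.5% with 13.4%. Other counts were simulated from the fit of Ex_L2/3_Enpp2-like nuclei, with 200 of 5410 genes changed by 1. There the quasi-likelihood test recovered 99.5% at an FDR of 0.2 with 17.1% false calls. In both simulations a further list of genes was shifted by less, and its calls were not counted as false. Genes were drawn independently and without batches. The real calls had median changes of 0.44 (bulk) and 0.66 (nuclei), and recovery at those sizes was not measured.

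Depth was 26188825 to 30525015 reads per mouse in bulk. In the nuclei it was 4579925 to 12786633 UMIs per mouse after filtering, over 1867 to 4273 nuclei. PCR copies were not removed from the bulk reads by molecular identifiers, so counting error understates the spread there, and the tests use the spread between mice instead.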

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

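The tests on Yy1 in excitatory and inhibitory nuclei were chosen after the result was seen.

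Ttr, a transcript of the choroid plexus that the paper's text does not discuss, was higher in CUS mice in 24 of the 24 classes with over 200 nuclei. It was looked at because the paper's Supplementary Data 2, from these same mice, has it among the calls of many classes. The results for Ttr are thus not independent of that choice. The exact permutation test gave 0.0286, the smallest p for 4 mice against 4, in 11 classes. After Benjamini-Hochberg adjustment over the classes the smallest value was 0.0623, so no class passed 0.05 after adjustment. The median ratio of CUS to control was 5.87, and the class means in CUS mice were 7.05 to 41.6 CPM. A difference in depth between the groups is argued against, because with nuclei thinned to 1000 UMIs the share of Ex_L2/3_Enpp2-like nuclei with Ttr still went from 0.242% ± 0.197 to 1.61% ± 0.715 (n = 4 each, exact permutation p = 0.0286). Free RNA from choroid plexus tissue is a candidate explanation. The values below go with it if barcodes with few genes hold mostly free RNA, which was not tested. In the 8252 barcodes with under 600 genes, Ttr had a mean of 4.10 CPM in 3 control mice (0 to 6.91) and of 107 CPM in 4 CUS mice (31.8 to 221). The groups did not overlap there, but the exact permutation test gave p = 0.0571 (0.190 after adjustment over 5 lists), and 1 control mouse had no such barcodes. The choroid list had 61.1 CPM in control and 172 CPM in CUS mice there (exact permutation p = 0.0857). Choroid plexus nuclei inside the classes cannot be told apart from this. Of 633 nuclei with Ttr, 560 (88.5%) held 1 UMI, but 1 nucleus held 1628. The choroid list of 20 genes was higher in CUS mice in 22 classes and lower in 2, but without Ttr it was higher in 13 and lower in 11. A change of the choroid plexus itself under CUS stays open and was not tested.

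The share of nuclei with Yy1 changed differently in excitatory-like and inhibitory-like nuclei. The difference between the kinds, taken within each mouse, changed by -4.98 percentage points from control to CUS mice, from 3.51 ± 1.26 to -1.46 ± 2.12 (exact permutation test, two-sided p = 0.0286, the smallest for 4 mice against 4). A difference in depth is argued against as the whole cause, since the change was -3.34 points with nuclei thinned to 1000 UMIs (exact permutation p = 0.0286). Less free Yy1 RNA in CUS libraries is argued against too. It would lower the share in both kinds of nuclei, and the share in inhibitory-like nuclei changed by 0.691 points (exact permutation p = 0.629). The Methods place 2 control and 2 CUS mice in each batch, so a shift between batches would fall on both groups, but the batch of each mouse is not given and batches stay open for this pattern. A lower Yy1 transcription under CUS in excitatory neurons may explain the pattern. The pattern was found and tested on the same 8 mice.

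In 4 of the 98 groups of 4 or 5 mice looked at, 1 mouse lay far from the others, and chance gives about 5% of groups. Control replicate 1 had 1.11% Meis2-like nuclei, against 1.42 to 1.45% in the other control mice. In bulk, CUS replicate 3 had 548 CPM of Grm3 against 423 to 453 CPM in the other CUS mice, CUS replicate 2 had 61.3 CPM of Sp3 against 52.1 to 54.7 CPM, and CUS replicate 5 had 5.65 CPM of Uqcrb against 8.14 to 8.68 CPM. The genes come from different mice, and neither a technical nor a biological explanation was tested for them.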

How the results depend on the processing

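The fits with a batch term and those that join a batch term to other filters were chosen after the result was seen.

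The median of the activity list in bulk (-0.16) stayed below 0 and past its threshold under all 14 alternatives, from -0.26 to -0.12. The median of the ribosomal list in Ex_L2/3_Enpp2-like nuclei (0.37) stayed above 0 and past its threshold by camera at a correlation of 0.01 under all 17, from 0.27 to 0.44. The log2 fold change of Yy1 in these nuclei (-0.32) stayed below 0 and outside an FDR of 0.2 under all 17, from -0.42 to -0.23. Choroid plexus genes were higher in CUS mice in 19 to 24 classes (22) and striatal genes in 14 to 17 (17).

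Calls in bulk rose from 606 to 1330 with the likelihood ratio test (796 lower against 392, 534 higher against 214). In the nuclei it gave 325 calls over all classes against 107, 155 in Ex_L2/3_Enpp2-like nuclei against 48, 63 in Ex_L4-like against 27, 3 in Ex_L5-like and 2 in Ex_L6-like against 0, 25 shared between excitatory classes against 9, 44 pairs of a bulk and a class call with the same direction against 15, and a median of 27.5 with 100 nuclei per mouse against 14.5. DESeq2 gave 1402 calls in bulk (856 lower, 546 higher) and a median of 1 with 100 nuclei per mouse. Without TMM factors 619 bulk genes were lower. The cause was not tested for any of these.

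Without a filter on low counts more genes were tested in the nuclei, 25561 against 5410 in Ex_L2/3_Enpp2-like ones. Calls were then 234 over all classes, 112 in Ex_L2/3_Enpp2-like, 48 in Ex_L4-like, 4 in Ex_L5-like and 1 in Ex_L6-like nuclei, with 21 shared and 31 pairs with the same direction. At an FDR of 0.05 in both assays, which is stricter, 4 pairs were left. A clustering resolution of 1.5 gave 15 shared calls, and at 0.6 no Ex_L5/6-like class was formed. Without the doublet filter there was 1 call in Ex_L5/6-like nuclei, 1 class had a share with p under 0.05, and the claustrum-like share changed by -0.329 points against -0.287 (exact permutation p = 0.0286). With striatal nuclei left out of the denominator, 1 class had such a share, the claustrum-like one, with -0.375 points (exact permutation p = 0.0286). With a minimum of 1000 genes per nucleus, 17929 nuclei were left, 1 gene was called in Ex_L5-like nuclei, the median with 100 nuclei per mouse was 27, and 3 classes had a share with p under 0.05, among them striatal-like nuclei with -3.98 points against -3.69 and Ex_L2/3_Enpp2-like nuclei with 2.31 against 1.04 (exact permutation p = 0.0286 for each). Thinned to 1000 UMIs, the share of Ex_L2/3_Enpp2-like nuclei with Yy1 changed by -1.62 points against -4.63 (exact permutation p = 0.114), and the median with 100 nuclei per mouse was 3.5. Thinning leaves fewer UMIs to count. For the other settings the cause was not tested.

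The replicate numbers do not pair the mice. Deviations from the group means of mice with the same number correlated at 0.0335, 0.275, 0.0399 and 0.153 in bulk and at 0.207, -0.142, 0.332 and -0.362 in the nuclei. With a replicate block there were 233 bulk calls (158 lower, 75 higher), from 8 of the 9 mice. In the nuclei the block gave 224 calls over all classes, 124 in Ex_L2/3_Enpp2-like, 52 in Ex_L4-like and 1 in Ex_L5-like nuclei. There were 22 shared calls and a median of 24.5 with 100 nuclei per mouse. Of 6 pairs of a bulk and a class call, 3 had the same direction. The share with Yy1 changed by -4.63 points with p = 0.125 in an exact sign-flip test, the smallest that 4 differences can give. In bulk the block changed the sign of Uqcrb, to 0.0080.

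With each mouse left out in turn, fewer mice were compared. Bulk calls ran from 132 (without control replicate 2) to 1500 (without control replicate 3), those lower from 104 (without CUS replicate 5) to 733 and those higher from 25 to 767. Of the stress genes in bulk, 1 to 4 passed against 3. Calls in the nuclei ran from 34 (without control replicate 4) to 1205 (without CUS replicate 2) over all classes, 9 to 692 in Ex_L2/3_Enpp2-like, 2 to 204 in Ex_L4-like, 0 to 3 in Ex_L5-like, 0 to 2 in Ex_L5/6-like and 0 to 46 in Ex_L6-like nuclei. Shared calls ran from 1 to 154, pairs with the same direction from 0 to 55, and the median with 100 nuclei per mouse from 2.5 to 118.5. The highest value came without CUS replicate 2 in each of these, except Ex_L5-like nuclei (without control replicate 3). The synapse list's median ran from -0.11 to 0.0027 (reversed without control replicate 4), the striatal-like share from -4.82 to -2.76 points and the claustrum-like share from -0.357 to -0.221. The exact permutation p was 0.0286 for the striatal-like share without CUS replicate 2 and for the claustrum-like share without CUS replicate 3, where 3 mice were set against 4.

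Some genes that were not called changed sign. Ctcf in bulk was at -0.0076 without TMM factors. In Ex_L2/3_Enpp2-like nuclei, Crhr1 was at -0.028 and Junb at 0.00031 with a minimum of 1000 genes per nucleus, and Ctcf at -0.0024 without a filter on low counts and at -0.019 at a clustering resolution of 1.5. With mice left out, Egr1 in bulk ran from -0.079 to 0.042, Ctcf in bulk from -0.0048 to 0.035, Uqcrb in bulk from -0.15 to 0.0048, and in the nuclei Nr3c2 from -0.21 to 0.033, Ctcf from -0.11 to 0.12 and Junb from -0.28 to 0.23. The cause was not tested. In the other fits named genes kept their direction. Of 145 fits of 29 bulk genes, 134 kept their side of the threshold as well, 4 lost the call, 5 gained it and 2 changed sign, and with mice left out these were 224, 28, 3 and 6 of 261. Of 270 fits of 31 genes in Ex_L2/3_Enpp2-like nuclei, the numbers were 254, 0, 12 and 4, and with mice left out 210, 15, 15 and 8 of 248.

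With a batch term, the 18 assignments of mice gave 28 to 206 calls in Ex_L2/3_Enpp2-like nuclei with the quasi-likelihood test and 83 to 410 with the likelihood ratio test. With other filters on low counts and doublets beside the term, up to 642 genes were called. The planned fits with the authors' batch term were not run, because the batch of each mouse is not given. Depth limits single genes in the nuclei, as 5410 of 25561 genes had enough UMIs in the largest excitatory class.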

Differences from the paper's values

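The fits with a batch term and with other filters on low counts and doublets were chosen after the result was seen. Below, counts, shares and FDRs differ when one value is over 1.5 times the other, and log2 fold changes when they lie further apart than the standard error.

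The paper reports 1362 changed transcripts in bulk. It has 832 bulk genes lower in CUS and 530 bulk genes higher in CUS, and 606, 392 and 214 were found here. Of the alternatives set before the data were examined, the likelihood ratio test that the Methods name (1330, 796 and 534), DESeq2 (1402, 856 and 546) and the fit without control replicate 3 (1500, 733 and 767) come within 1.5 times of the paper's 3 counts. Without TMM factors this holds for the lower genes (619) but not for the total (822) or the higher ones (203). No filter on low counts (780, 501 and 279), the replicate block and the fits without 1 of the other 8 mice do not. Of the paper's 1362 transcripts 1354 were tested here, and 596 were called by the quasi-likelihood test and 1282 by the likelihood ratio test. The paper's share of snoRNAs, 0.37%, compares with 0.165% here (1 of 606). It is 0.376% with the likelihood ratio test and 0.391% without control replicate 4, and it differs under the other 12 alternatives (0 to 0.635%).

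The paper gives Yy1 a log2 fold change of -0.8 in bulk, against -0.074 here, and all 14 alternatives differ from the paper's value (-0.11 to -0.06). The paper's FDR of Yy1 in bulk, 0.5, does not differ from the 0.442 here. In bulk the paper's FDR of Fos is 4.20e-08 and its FDR of Fosl2 is 1.65e-05, against 0.00567 and 0.0131 here. With the likelihood ratio test they are 2.99e-08 and 1.53e-05, and the other alternatives differ, with DESeq2 at 2.48e-08 and 2.97e-05. The paper's FDR of Nr3c1 is 0.04, against 0.0781 here. It does not differ with the likelihood ratio test (0.0463), DESeq2 (0.0332) or without TMM factors (0.0495), and differs under the others, which include 0.0211 without control replicate 3. For Nr3c2 the paper has 0.01, against 0.0399 here, 0.0136 with the likelihood ratio test, and values that differ under the other alternatives. For Crhr1 the paper has 0.06, against 0.112 here. Values that do not differ from it come from the likelihood ratio test (0.0610), DESeq2 (0.0678), no TMM factors (0.0895), the replicate block and the fit without control replicate 3 (0.0552), and the others differ.

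In Ex_L2/3_Enpp2 nuclei the paper reports 606 genes past an FDR of 0.2, in Ex_L4 175 and in Ex_L6 40, against 48, 27 and 0 here. Only the fit without CUS replicate 2 comes within 1.5 times (692, 204 and 46). The other alternatives set before the data were examined give 9 to 155, 2 to 63 and 0 to 2 genes. Of 40 fits that joined filters on low counts, the doublet filter, a batch term and the 2 tests of edgeR, 8 come within 1.5 times of the paper's 606, up to 642, and they were chosen after seeing the values. The paper has 85 genes in Ex_L5/6 and, in its Supplementary Data 2, 33 in Ex_L5, against 0 and 0 here, and all alternatives differ (0 to 2 and 0 to 4). In Ex_L5-like, Ex_L5/6-like and Ex_L6-like nuclei 405, 264 and 301 genes had an unadjusted p under 0.05 in edgeR's quasi-likelihood test, while the likelihood ratio test called 3, 0 and 2 and DESeq2 called 0 in each. Of the paper's 606 genes 338 were tested here and all 338 had the same direction, with 42 of the 48 calls among them. The number of genes tested in Ex_L2/3_Enpp2 nuclei is 13600 in the paper's table and 5410 here. All alternatives set before the data were examined differ, from 5242 genes to the 25561 without a filter. Filters at 3%, 1% and 0.5% of the nuclei, chosen after seeing the values, come within 1.5 times, with 9792, 12906 and 14998 genes (9937, 13100 and 15145 without the doublet filter), and so does one at 0.25% (17267 and 17580).

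The paper shares 63 of its Ex_L4 genes, 37 of its Ex_L5/6 genes and 19 of its Ex_L6 genes with Ex_L2/3_Enpp2, against 9, 0 and 0 here. All alternatives differ, with 121, 0 and 32 without CUS replicate 2 and 21, 0 and 2 with the likelihood ratio test. The paper counts 66 genes changed in bulk and in a class, against 12 here. Only the fit without sNucDrop-seq CUS replicate 2 (44) comes within 1.5 times, and the likelihood ratio test (40) and the others do not.

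The paper describes drawing 100 cells from each cluster and does not say that this was per mouse. Here at most 100 nuclei per mouse and class were drawn, so the draws may differ in size. The paper's Source data give 62 genes for Ex_L2/3_Enpp2, against a median of 14.5 here, and all alternatives differ (1 to 118.5, the highest without CUS replicate 2). They give 34 for Ex_L5, 30 for Ex_L5/6 and 16 for Ex_L6, against 0 in each here, 7 for Inh_Pv against 2, 3 for Astro against 1.5 and 1 for STR against 0. The alternatives run for these classes differ too, with 0 in each when thinned to 1000 UMIs and with 3, 0, 1, 4, 5 and 0 by the likelihood ratio test in the order Ex_L5, Ex_L5/6, Ex_L6, Inh_Pv, Astro and STR.

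For Sp3 in Ex_L2/3_Enpp2 nuclei the paper's table has a log2 fold change of -0.43, against -0.22 here. The fits without CUS replicate 4 (-0.34) and without the doublet filter (-0.34) do not differ from it, and the others do. The paper's FDR of Yy1 in these nuclei is 0.197, against 0.427 here, and all alternatives differ (0.308 to 0.779). The lowest FDR of Yy1 in the fits chosen after seeing the values was 0.228. The paper's FDR of Negr1 is 0.120, against 0.371 here. The replicate block does not differ from it, and the others do, with 0.0623 without CUS replicate 2. With the likelihood ratio test and a batch term, chosen after seeing the values, the FDR of Negr1 ran from 0.108 to 0.403 over the 18 assignments.

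The paper counts Fosb among the genes lowered in bulk. Its FDR was 0.0708 here, and it passed 0.05 with the likelihood ratio test (0.0226), DESeq2 (0.0214), without control replicate 3 (0.0309) and without CUS replicate 2 (0.0446). The paper lists a mitochondrial RNA as a class of its own among the changed transcripts, in its table mt-Tl1. The FDR of mt-Tl1 was 0.0531 here, and it passed 0.05 with the likelihood ratio test (0.00881) and DESeq2 (0.0226).

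The paper marks Zmat4, Sp3, Uqcrb and Yy1 as changed in expression in Ex_L2/3_Enpp2 nuclei, and none passed an FDR of 0.2 here. Zmat4 did without CUS replicate 2 (0.153), as did Uqcrb (0.0685). With the likelihood ratio test and a batch term, chosen after seeing the values, Zmat4 ran from 0.170 to 0.342 and Uqcrb from 0.0827 to 0.389 over the assignments, and Uqcrb also passed with the quasi-likelihood test and the term (0.185 at the lowest). With other filters on low counts and doublets beside the term, chosen after seeing the values too, the likelihood ratio test gave Zmat4 an FDR down to 0.156. Sp3 and Yy1 passed 0.2 in none of the 17 alternatives. They did not pass either with both tests of edgeR under the 18 assignments and the 20 settings of filters, chosen after seeing the values, where the lowest FDR was 0.238 for Sp3 and 0.228 for Yy1. Grm3, which the paper names among the synapse-related genes, had an FDR of 0.209 here and passed 0.2 with the likelihood ratio test (0.0975), DESeq2 (0.181), no filter on low counts (0.0109), the replicate block, no doublet filter (0.172), a minimum of 1000 genes per nucleus (0.149), and without control replicate 1 (0.192) or CUS replicate 2 (0.00319).

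The paper describes genes of glutamatergic synapses as lowered in Ex_L2/3_Enpp2 nuclei, from GO terms enriched among its called genes. Of the 59 genes of the synapse list tested here 32 were lower and 27 higher, with a median log2 fold change of -0.04, and camera did not call the list. Camera looks for a shift of all tested members, which is another measure and does not test an enrichment among called genes.

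The paper finds more changed genes in excitatory classes than in others at equal numbers of nuclei. Here the medians of Ex_L5-like, Ex_L5/6-like and Ex_L6-like nuclei were 0, below the 2 of Inh_Pv-like and the 1.5 of astrocyte-like nuclei. The paper sees no decrease of Yy1 in any inhibitory subtype, and the share of Inh_Vip-like nuclei with Yy1 went from 12.7% ± 8.12 to 7.20% ± 2.00 (n = 4 each, exact permutation p = 0.286). The CUS share lies below the 7.58% of astrocyte-like nuclei, where expression and free RNA were not told apart. The control mice also spread widely, so these shares cannot decide the question.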

Other observations

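The tests of dilution by neurons, of the ribosomal list in other classes, of CUS replicate 2 and batches, of the dissection and of other splits of the mice were chosen after the result was seen.

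In bulk, all 12 astrocyte markers were lower in CUS mice (median log2 fold change -0.37, 4 called), as were all 9 Oligo_Opalin markers (median -0.52, 1 called) and 7 of 8 OPC markers (median -0.15). All 8 excitatory neuron markers were higher (median 0.25, 1 called). Camera with an estimated correlation gave p = 0.0219 for astrocytes, 0.116 for Oligo_Opalin, 0.0653 for OPC and 0.0529 for excitatory neurons. A larger share of neurons that dilutes every other type cannot be told apart from this. The median of the 9 microglia markers was -0.030 and that of the 8 endothelial markers 0.09, but members of both lists went both ways, and the wider sets go with dilution, less far than the astrocyte genes. Of 338 genes enriched in microglia-like nuclei 62.7% were lower (median -0.07) and of 1096 in endothelial-like nuclei 58.2% (median -0.03), and 0.04% and 0% of random lists had medians as low. Gene length or expression level is argued against, as 0% of 10000 random lists matched on both had a median as low as the astrocyte list. A smaller share of astrocyte and oligodendrocyte nuclei in the bulk CUS samples is consistent with genes outside the marker lists. Of 661 genes enriched at least 4-fold in astrocyte-like nuclei, 84.4% were lower (median -0.21), with 89 called lower and 0 higher by edgeR's quasi-likelihood test. Of 357 such genes for Oligo_Opalin-like nuclei 85.7% were lower and of 391 for OPC-like nuclei 78.0%, against 48.2% of 83 genes for inhibitory-like nuclei. The fall is not limited to these types, as 82.2% of 90 genes for striatal-like nuclei were lower as well (median -0.26, 9 called lower and 0 higher). A fall of transcription inside these cells would look alike and stays open. In the sNucDrop-seq mice, which are other animals and another piece of cortex, the astrocyte-like share went from 4.18% ± 1.65 to 4.88% ± 2.49 (exact permutation p = 0.657) and the Oligo_Opalin-like share from 2.84% ± 1.64 to 2.40% ± 0.707 (exact permutation p = 0.83).

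In bulk 29 lists were tested. Besides those above, the 12 striatal genes had 11 lower in CUS mice (median -0.83, p = 0.383 from camera with an estimated correlation), the 11 choroid plexus genes tested had 7 lower (median -0.21, p = 0.206) and the 72 synapse genes had 52 higher (median 0.06, p = 0.289, against 0.000527 with the correlation set at 0.01). By an exact permutation test on the mean log2 CPM, p was 0.00794 for the 5 claustrum markers (4 lower, median -0.18), 0.0952 for the 8 Oligo_Enpp6 markers (7 lower, median -0.21), 0.111 for the 11 STR markers (10 lower, median -0.77) and 0.230 for the 5 inhibitory neuron markers (all lower, median -0.32). The adjusted p of the other lists was 0.0821 or more from camera at a correlation of 0.01. Of the claustrum markers only Nr4a2 was called (log2 fold change -1.76), and it is on the activity list as well. The other claustrum markers ran from -0.25 (Gnb4) to 0.19 (Synpr).

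Activity-regulated genes were lower in bulk (median -0.16 over 60 genes) and higher in Ex_L2/3_Enpp2-like nuclei (median 0.34 over 15). A single sNucDrop-seq mouse as the cause is argued against, since the lowest median with each mouse left out was 0.24. Whether different members of the list make the difference cannot be told apart from a difference between the assays. The 15 members tested in both had a bulk median of -0.031, 9 were lower in bulk, 12 were higher in the nuclei, and 8 went in opposite directions, so members went both ways. The tissue, the time from the last stressor or test and the cell type also differ between the assays, and none of these was tested.

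Ribosomal protein genes were higher in CUS mice in Ex_L2/3_Enpp2-like nuclei. That this is a change of the Ex_L2/3_Enpp2 class alone is argued against, because the list's median was above 0 in the other 23 of 23 classes. Free cytoplasmic RNA could raise it in all classes, and this cannot be told apart from a change of transcription here. Mitochondrial UMIs, which such RNA would raise as well, changed by -0.0657 percentage points in these nuclei (0.482% ± 0.121 to 0.416% ± 0.147, exact permutation p = 0.543), within the spread between mice. Ribosomal genes had 2468 CPM in control and 2375 CPM in CUS barcodes with under 600 genes (exact permutation p = 0.943).

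Ex_L2/3_Enpp2-like calls rose from 48 to 692 without CUS replicate 2. A lower depth of this mouse cannot be told apart from its other differences, because the measures of depth do not go together. It had 972635 UMIs in the class, and 2 mice had fewer, control replicates 1 (913818) and 4 (790563), but its median of 2218 UMIs per nucleus was the lowest of the 8 mice (2258 to 2882 in the others). The same 3 mice had the fewest UMIs over all nuclei (4579925 to 6168076) and lay on one side of the first principal component, so depth and this split go together. Library batches may be the source, and this cannot be told apart either, because the batch of each mouse is not given. If control replicates 1 and 4 and CUS replicates 1 and 2 are set against the other mice, 352 genes pass, more than the 48 between CUS and control mice, and with that split as a batch term 206 genes pass. The split with the most genes, 940, set control replicates 1, 2 and 4 and CUS replicate 2 against the others.

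The striatal-like share changed by -3.69 percentage points in CUS mice (exact permutation p = 0.0857, 0.497 after Benjamini-Hochberg adjustment over 29 classes). A dissection that took less tissue outside the cortex could lower other neighbouring types too. Meis2-like nuclei changed by -0.353 points and claustrum-like nuclei, which the paper counts as contamination too, by -0.287 (exact permutation p = 0.0571 for each, 0.497 after adjustment). For claustrum-like nuclei p was 0.0286 without the doublet filter (-0.329) and with striatal nuclei left out of the denominator (-0.375). These rows go with such a dissection but are within reach of chance after adjustment, so it cannot be told apart from a change of the striatal cells. Striatal genes had a higher CPM in CUS mice in 17 classes and a lower one in 7, with a smallest value of 0.196 after Benjamini-Hochberg adjustment. Over the 8 mice, their CPM in Ex_L2/3_Enpp2-like nuclei did not follow the striatal-like share (Pearson's r = -0.169, permutation p = 0.701, Spearman's rho = -0.476, permutation p = 0.243, and r = -0.347 without the 2 mice farthest from the median share).

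Chance as the source of the numbers of bulk calls and of the call of the activity list in bulk can be excluded. Among 100 splits of the 9 mice into 4 and 5, drawn with a fixed seed, 1 split, the real one, gave as many genes past an FDR of 0.05, as many lower, as many higher, and as small a p for the activity list. Other splits gave a median of 0 genes by edgeR's quasi-likelihood test and 278 at most. By these splits, chance cannot be excluded for the marker lists and the synapse list in bulk. As small a p from camera at a correlation of 0.01 came from 5 of the 100 splits for astrocytes, 28 for Oligo_Opalin, 9 for OPC, 7 for excitatory neurons and 36 for the synapse list. The exact permutation test on the mean log2 CPM, unadjusted over the lists, gave p = 0.00794 for astrocytes and for OPC and 0.0159 for excitatory neurons. It gave 0.0794 for Oligo_Opalin and 0.103 for the synapse list. For astrocytes, OPC and excitatory neurons this p was low, but it was not adjusted over the 29 lists tested. It therefore does not settle what the splits leave open. The other lists and single genes in bulk were not put through the splits.

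Chance cannot be excluded for the numbers of calls in the nuclei and for the ribosomal, synapse and activity lists in Ex_L2/3_Enpp2-like nuclei. Of the 35 splits of the 8 mice into 4 and 4, the real one included, 6 gave as many calls over all classes, 4 as many in Ex_L2/3_Enpp2-like and 3 as many in Ex_L4-like nuclei. As many calls shared between excitatory classes came from 3 splits, and as many pairs of a bulk and a class call with the same direction from 3. For the ribosomal list 5 splits had as small a p from camera, for the synapse list 30 and for the activity list 2. With at most 100 nuclei per mouse and 10 draws for each split, 4 splits gave as high a median in Ex_L2/3_Enpp2-like nuclei, where the real split had 10.5 genes and the highest other one 156.

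Syt1, at the locus of the 5C maps, had a log2 fold change of -0.08 in bulk (FDR 0.595 from edgeR) and of -0.11 in Ex_L2/3_Enpp2-like nuclei (FDR 0.788).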
